# Thy1 marks a distinct population of slow-cycling stem cells in the mouse epidermis

**DOI:** 10.1038/s41467-022-31629-1

**Published:** 2022-08-08

**Authors:** Elle Koren, Alona Feldman, Marianna Yusupova, Avihay Kadosh, Egor Sedov, Roi Ankawa, Yahav Yosefzon, Waseem Nasser, Stefanie Gerstberger, Liam B. Kimel, Noa Priselac, Samara Brown, Sam Sharma, Travis Gorenc, Ruby Shalom-Feuerstein, Hermann Steller, Tom Shemesh, Yaron Fuchs

**Keywords:** Regeneration, Skin stem cells, Self-renewal

## Abstract

The presence of distinct stem cells that maintain the interfollicular epidermis is highly debated. Here, we report a population of keratinocytes, marked by Thy1, in the basal layer of the interfollicular epidermis. We find that epidermal cells expressing differential levels of Thy1 display distinct transcriptional signatures. Thy1^+^ keratinocytes do not express T cell markers, express a unique transcriptional profile, cycle significantly slower than basal epidermal progenitors and display significant expansion potential in vitro. Multicolor lineage tracing analyses and mathematical modeling reveal that Thy1^+^ basal keratinocytes do not compete neutrally alike interfollicular progenitors and contribute long-term to both epidermal replenishment and wound repair. Importantly, ablation of Thy1^+^ cells strongly impairs these processes, thus indicating the non-redundant function of Thy1^+^ stem cells in the epidermis. Collectively, these results reveal a distinct stem cell population that plays a critical role in epidermal homeostasis and repair.

## Abstract (web summary)

Koren and Feldman et al. report a distinct population of Thy1-expressing stem cells in the basal layer of the mouse epidermis. These stem cells do not compete neutrally and contribute long-term to both epidermal replenishment and wound repair.

## Introduction

The interfollicular epidermis (IFE) is a heterogeneous tissue that undergoes continuous and constant replenishment throughout adulthood^1–3^. These features, akin to other highly regenerative epithelia such as the hair follicle (HF) and intestinal lining^4–6^, suggest the existence of a dedicated epidermal stem cell (SC) pool that maintains homeostatic regeneration and wound repair.

Presently, two models have been proposed for the maintenance of the IFE. One model suggests that the IFE is maintained by a homogenous population of committed progenitors/stem cells that stochastically balance differentiation and renewal^7,8^. Additional studies indicate that, in different skin regions, cells of the basal layer are heterogeneous in nature by housing a distinct slow-cycling epidermal SC population, which coexists with transient amplifying progenitors^9–18^. While both of these cell types express keratin-14, they can be separated based on transcriptional signature, rate of division, survival, and response to wounding^12,14,15,17,19^. Nonetheless, the existence of epidermal SCs remains controversial^7–9,13–15,17–26^.

Here, we report the identification of a distinct epidermal SC population, marked by the expression of Thy1, which plays a key role in IFE homeostasis and repair. Thy1^+^ epidermal SCs reside in the basal layer of the mouse dorsal skin, are distinct from T cells, cycle significantly slower than epidermal progenitors, express a unique gene signature, and can be easily expanded for extended periods. Furthermore, lineage-tracing and ablation experiments reveal that Thy1^+^ SCs regulate IFE replenishment, epidermal repopulation, and scar maintenance post wounding, indicating their important role in epidermal homeostasis and tissue regeneration.

## Results

### Thy1 is expressed in basal epidermal cells

Performing an unbiased analysis of a published single-cell RNA-seq (scRNA-seq) dataset of telogenic IFE cells^27^, we found that the *Thy1.2* gene is transcribed in basal keratinocytes. Thy1, also known as CD90, is a GPI-linked glycoprotein that has been described as a marker of stem cells (SCs) in various tissues^28–30^. To evaluate a potential involvement of Thy1^+^ cells in the adult interfollicular epidermis (IFE), we first examined distinct regions reported to house label-retaining cells in the mouse tail skin, where SCs are presumed to reside^15,25^. Utilizing adult 8-week-old (P56) tail skin of wild-type (WT; C57BL/6J) mice, we performed co-immunofluorescence using antibodies against Thy1 and the basement membrane marker Integrin-β4 (Itgβ4/CD104). We could detect Thy1^+^ cells in the label-retaining zones of the tail skin (Supplementary Fig. 1a)^15,25^. To confirm this observation, we exposed the non-label-retaining zones, which are normally obscured by hair follicles (HFs), and found no Thy1^+^ cells (Supplementary Fig. 1b). We further determined that Thy1^+^ cells were located in the basal layer of adult (8-week-old; P56) telogenic dorsal skins (Fig. 1a).

**Fig. 1:**
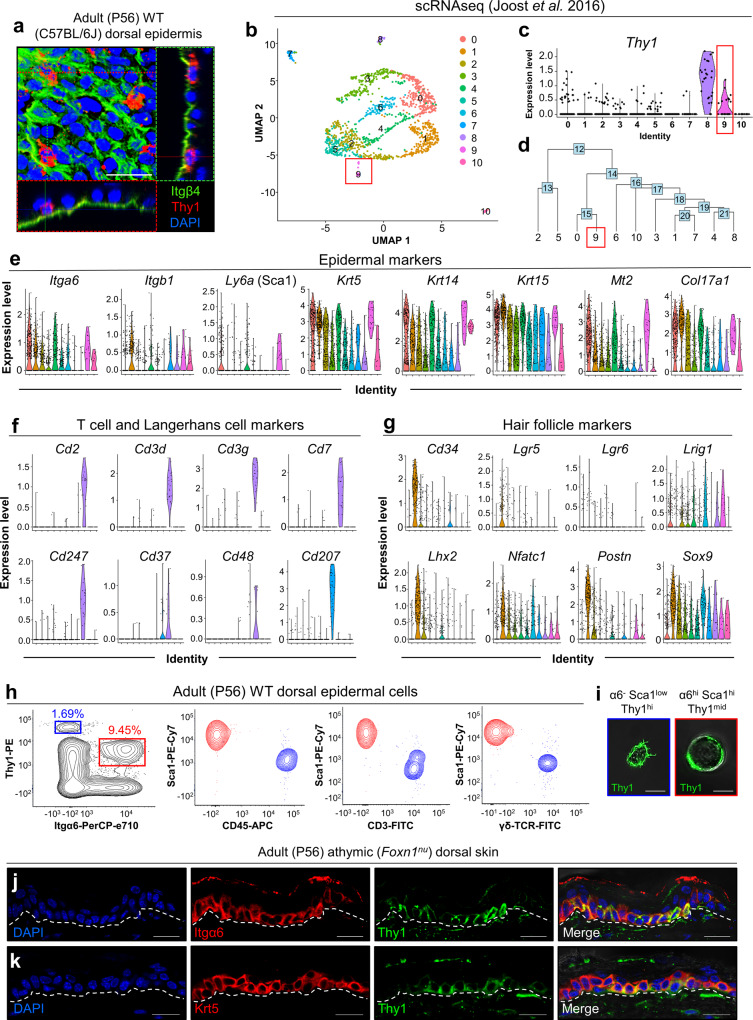
Thy1 marks a distinct subpopulation of basal epidermal cells. **a** Confocal image and 3D projections showing sagittal and transverse planes of wild-type adult (8-week-old) dorsal epidermis, immunostained against Thy1 and basement membrane marker Integrin-β4 (Itgβ4; CD104) [*n* *=* 3 mice]. **b** Clusters visualized via uniform manifold approximation and projection (UMAP). Adapted from scRNA-seq data of Joost et al., 2016^27^. **c**, **d** Resolution of two spatially distinct Thy1-expressing regions in the dataset. **e**–**g** Violin plots showing expression level distributions of (**e**) epidermal markers, (**f**) T cell/Langerhans cell markers, and (**g**) hair follicle markers. **h** Flow cytometry plots of adult (8-week-old) WT (C57BL/6 J) dorsal keratinocytes gated for Integrin-α6 (α6) and Thy1 intensity (α6^−^Thy1^+^; blue and α6^+^Thy1^+^; red), shown on Thy1 vs. Sca1. Cell populations gated for α6^hi^Thy1^+^ (red) and α6^−^ Thy1^+^ (blue) are shown on Sca1 vs. CD45, CD3 or γδ-TCR [*n* = 3 pooled mice]. (**i**) Representative confocal images of sorted α6^−^Sca1^low^Thy1^+^ and α6^hi^Sca1^hi^Thy1^+^ cells [*n* = 10,000 cells]. **j**, **k** Athymic nude mice (8-week-old; denoted *Foxn1*^*nu*^) dorsal skin immunostained for Thy1 and (**j**) Integrin-α6 (Itgα6) and (**k**) keratin-5 (Krt5) [*n* = 3 mice]. Dashed white lines demarcate the epidermis/dermis boundary. Scale bars: 100 μm (**a**), 20 μm (**j**, **k**), 10 μm (**i**).

The expression of Thy1 in the epidermis, along with the expression of a CD3/V_γ_3/V_δ_1 TCR complex, has been characterized as a defining feature of dendritic epidermal T cells (DETCs)^31–35^. In the developing mouse embryo, V_γ_3/V_δ_1 TCR/Thy1^+^ T cells arise in the fetal thymus before homing to the skin between embryonic days 16 and 18 (e16-18)^36^. Thus, as a potential indication of non-T cell identity, we performed immunostaining on e15 embryos and could detect abundant levels of Thy1 protein throughout the basal layer of the developing dorsal epidermis (Supplementary Fig. 1c).

In order to unbiasedly determine whether epidermal Thy1^+^ cells could potentially encompass a non-T cell population, we analyzed the scRNA-seq dataset of IFE cells from Joost et al^27^. Unsupervised clustering was performed to identify unique cell clusters and visualized via uniform manifold approximation and projection (UMAP) (Fig. 1b). Cell clusters were annotated using a similar marker-based approach by Kasper and colleagues to identify distinct populations (Supplementary Fig. 1d)^27^. As reported, Thy1 expression coupled with the established T cell gene, *Cd3g*, resolved a T cell cluster (cluster 8; Fig. 1b–d and Supplementary Fig. 1d). However, we identified an additional cluster in the dataset with lower Thy1 expression throughout the cell population (cluster 9; Fig. 1b, c). Hierarchical clustering revealed these clusters to be relatively distant from one another, supporting the presence of a distinct cellular origin (Fig. 1d). As an important indication of non-T cell identity, this Thy1-expressing population displayed higher expression levels of basal epidermal markers *Krt14, Ly6a* (Sca1), and *Itga6* (Fig. 1e). Other highly expressed genes included *Mt2*, a basal IFE marker^27,37^, as well as the basal keratins *Krt5* and *Krt15* (Fig. 1e)^38,39^. Furthermore, cluster 9 distinctly expressed high levels of *Col17a1*, suggestive of its SC identity (Fig. 1e)^9–18^. Importantly, cluster 9 did not express known markers of basal T cells^27^ (Fig. 1f) and was negative for a panel of follicular and interfollicular SC markers, including *Cd34, Lgr5, Lgr6, Axin2, Lhx2, Dlx1, Slc1a3* and *Tbx1* (Fig. 1g and Supplementary Fig. 1e)^13,15,16,40–46^. The recently described epidermal markers *Klf5* and *Wnt4*^47,48^, as well as the keratinocyte differentiation markers *Lor* and *Flg2* were also not distinctively expressed in cluster 9^27^ (Supplementary Fig. 1e, f). We further determined that cluster 9 was negative for sebaceous gland and melanocyte markers (Supplementary Fig. 1g, h)^27,49–52^.

These data strongly indicate that Thy1 marks T cells as well as a distinct epidermal keratinocyte population in the mouse skin.

To characterize the Thy1^+^ cell population further, we processed whole adult telogenic (8-week-old) dorsal epidermis from WT mice for flow cytometry utilizing basal keratinocyte markers Integrin-α6 (Itgα6/CD49f) and Stem cell antigen 1 (Sca1)^53^. We could detect two distinct populations that could be separated based on Thy1 expression levels in complement with additional markers (Fig. 1h). Flow cytometry indicated that the Thy1 highest-expressing population was negative for Itgα6 and expressed low levels of Sca1 (denoted α6^−^Sca1^low^Thy1^+^). These findings suggest that these cells are not keratinocytes (Fig. 1h). However, the other distinct Thy1^+^ population, expressing moderately lower levels of Thy1, exhibited high intensities of both Itgα6 and Sca1 (denoted α6^hi^Sca1^hi^Thy1^+^). We determined that α6^hi^Sca1^hi^Thy1^+^ cells comprised approximately 10% of the total α6^+^Sca1^+^ IFE cells (Fig. 1h).

Serving as further validation, we employed additional antibodies for flow cytometry, including anti-CD45 (a pan immune cell marker), anti-CD3, and anti-γδ-TCR, and examined their expression in Thy1^+^ cells. These analyses confirmed that Thy1^+^ keratinocytes were indeed negative for DETC markers (Fig. 1h). Fluorescent-activated cell sorting (FACS) followed by high-resolution confocal microscopy further indicated that α6^hi^Sca1^hi^Thy1^+^ keratinocytes were larger and round, while Thy1^+^ non-keratinocytes were small and displayed highly dendritic morphology as expected of a homeostatic T cell (Fig. 1i).

Additional proof that Thy1 marks a distinct non-T-cell population of epidermal cells was obtained by performing immunofluorescence staining on dorsal skins from adult telogenic (P56) athymic (*Foxn1*^*nu*^) nude mice. Our data clearly demonstrate the presence of Thy1^+^ basal keratinocytes co-labeled with Itgα6 and Krt5 in this setting (Fig. 1j, k).

Taken together, these findings strongly indicate that Thy1 marks a distinct population of epidermal keratinocytes.

### Epidermal Thy1^+^ cells display SC characteristics

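The RNA-seq data comprised 5 libraries of DETCs, the T cells resident in the epidermis, 4 of HFSCs, the stem cells of the hair follicle, and 4 each of the keratinocyte populations sorted for integrin-α6 and Sca1, named here Thy1 hi and Thy1- cells. The paper gives 8-week-old wild-type mice, with 4 mice for DETCs and 5 for HFSCs. Its legends for the PCA and the sort give 5 pooled mice. How many mice entered each library is therefore unclear, and the spread between libraries may not be that between mice. The sample labels give ages that rise by a week from 1 sample to the next, from 8 to 27 weeks, and the genotype of an inducible Cre line for every sample. Libraries carry the replicate numbers of the labels, apart from 2 DETC libraries whose numbers match no label and which are named a and b. Reads aligned to mm10 with STAR had been counted per Ensembl gene with featureCounts and divided by a size factor per library (0.729 to 1.43). Multiplied by that factor, all values returned whole reads. The reads on genes had a median per library of 10457776 in Thy1 hi cells, 9501345 in Thy1- cells, 10166317 in DETCs and 10992977 in HFSCs (range 7781256 to 12751802). Between 13.1% and 41.5% of them fell on the ribosomal RNA gene *Rn45s*.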

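In replicate 4 of the Thy1- cells, the values of 3212 of the 53380 genes stood in the wrong row, in the order that gene names take when hyphens are ignored. At the expressed genes among them, the log2 values of this library had a correlation (r) of 0.0354 with the mean of the other Thy1- libraries as deposited and of 0.936 once the order was put back, beside 0.928 at all other expressed genes. Genes are not independent replicates, so these r values carry no p-value. The restored order was used throughout, and 36 of the genes tested share a name with another gene and could not be placed with certainty. Differences were tested two-sided with limma (trend) on log2(normalized count + 1) over 17204 genes with a value of at least 10 in at least 3 libraries, and p-values were adjusted by the Benjamini-Hochberg method, with a difference called where the adjusted p was under 0.05. Beside them, an exact two-sided permutation test of mean log2 values can reach 0.0286 for 4 against 4 libraries and 0.00794 for 4 against 5. Thy1 hi and Thy1- libraries with the same replicate number deviated from their population means in the same direction (r 0.293 to 0.716 in the 4 pairs, −0.652 to 0.514 in the 12 other combinations). A fit of these 8 libraries with the replicate number as a block, chosen after the data were seen, is therefore given wherever it changes a call. Lists given only by their medians are the exception. The exact test between Thy1 hi and Thy1- cells permutes all 8 libraries and takes no account of the pairing by replicate number. Only 8 splits part every same-numbered pair, so 1 in 8 is the smallest share they could give. The value 0.0286 is therefore not exact for paired libraries. Values are means ± SD of normalized counts between libraries, because without molecular identifiers the depth of a library gives its counting error only.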

We next sorted epidermal cells from adult (8-week-old) WT dorsal skins and performed bulk RNA-seq followed by Principal Component Analysis (PCA) to compare the transcriptomic profiles of α6^−^Sca1^low^Thy1^+^ (DETCs), α6^+^Sca1^−^CD34^+^ (hair follicle stem cells; HFSCs), and α6^+^Sca1^+^Thy1^hi^ and α6^+^Sca1^+^Thy1^−^ keratinocytes (Fig. 2a and Supplementary Fig. 2a–d). 

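At *Cd34* (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279), HFSCs had 2046 ± 426 normalized counts, against 57.8 ± 12.4 in Thy1 hi and 78.8 ± 26.6 in Thy1- cells. The log2 fold change was −5.12 (standard error 0.31, adjusted p 6.02e-09) for Thy1 hi and −4.73 (adjusted p 2.69e-08) for Thy1- cells, with all libraries apart (exact p 0.0286 for each). HFSCs were sorted as CD34-positive, so a difference in *Cd34* follows from the sort and is no separate evidence. *Lgr5*, *Gli1*, *Lhx2* and *Tbx1* had means of 556, 185, 986 and 671 in HFSCs, 24.5, 13.4, 44.5 and 29.7 in Thy1 hi cells and 39.4, 25.8, 67.3 and 41.2 in Thy1- cells. *Sox9* (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) reached 3337 ± 1518 in HFSCs, 714 ± 95.5 in Thy1 hi cells (log2 fold change −2.07, adjusted p 0.000961) and 1780 ± 39.4 in Thy1- cells. The Thy1- difference in *Sox9* was not called with all libraries (−0.74, adjusted p 0.24, exact p 0.143, range 0.0758 to 0.361 over the alternative fits), only without HFSC replicate 4 (−1.17, adjusted p 0.0433). *Nfatc1* (ENSMUSG00000033016, chromosome 18 from 80606205 to 80713071), with 1616 ± 238 in HFSCs, 614 ± 162 in Thy1 hi and 886 ± 169 in Thy1- cells, was lower in both (log2 fold change −1.42, adjusted p 7.83e-05, and −0.87, adjusted p 0.0135). Its second difference lost the call without Thy1- replicate 1 (adjusted p 0.0688) and ranged from 0.00169 to 0.102 over the alternative fits. *Nfatc1* is 1 of the genes whose value in Thy1- replicate 4 was moved, and its deposited value gives −1.49 (adjusted p 0.0165).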

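As a list that includes *Cd34*, the 7 markers had a median log2 fold change of −4.47 in Thy1 hi and −3.83 in Thy1- cells relative to HFSCs. By a directional rotation test of the list (fry, limma), adjusted over 14 list tests, p was 2.13e-08 and 4.39e-07. Over all genes tested, 7 and 6 of the 7 had an adjusted p under 0.05, and adjusted over the list alone the numbers were again 7 and 6. A pseudocount of 10 moved the median most, to −4.04 in Thy1 hi cells.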

As expected, and consistent with the dataset by Joost et al., the IFE Sca1^+^ populations expressed relatively low levels of HFSC markers including *Cd34*,* Lgr5*, *Sox9*, *Gli1*, *Lhx2*, *Nfatc1*, and *Tbx1* in contrast to the α6^+^Sca1^−^CD34^+^ HFSC population^6,40–46^ (Fig. 2a). Additionally, α6^+^Sca1^+^Thy1^hi^ cells displayed either low or barely detectable levels of the reported IFE SC markers *Dlx1* and *Axin2*^13,15^, while levels of *Ly6a* (Sca1) and *Itga6*, *Itgb4*, and *Itgb1* were elevated^54,55^ (Fig. 2a). 

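For *Dlx1* (ENSMUSG00000041911, chromosome 2 from 71528113 to 71533981), 0 to 6 reads per library were counted in Thy1 hi cells, 0 to 8 in Thy1- cells, 0 to 4 in DETCs and 1 to 4 in HFSCs. It fell under the minimum for testing and lay at the limit of detection at this depth in every population, so its level could not be compared. *Axin2* (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) had 389 ± 158 normalized counts in Thy1 hi cells, 386 ± 134 in Thy1- cells, 390.3 ± 115 in HFSCs and 2027 ± 609 in DETCs. It was lower than in DETCs (log2 fold change −2.41, adjusted p 3.36e-07) and showed no difference from Thy1- cells (−0.010, standard error 0.28, adjusted p 1) or from HFSCs (−0.034, adjusted p 0.95, exact p 0.886). The direction against Thy1- cells turned to 0.014 with edgeR and 0.010 with DESeq2, and 2 libraries lay far above the rest of their populations at *Axin2*, Thy1- replicate 4 (584.5, the others at most 335.5) and DETC a (3095, the others at most 1898).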

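*Ly6a* (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031), which encodes Sca1, had 206.9 ± 36.1 normalized counts in Thy1 hi cells, 111 ± 24.7 in Thy1- cells, 57.1 ± 21.6 in HFSCs and 36.5 ± 21.1 in DETCs. Its Thy1 hi mean includes replicate 1 at 260.5, with the others between 185.3 and 195.9. *Itga6* (ENSMUSG00000027111, chromosome 2 from 71745616 to 71858416) had 10252 ± 1376, 5868 ± 934, 3577 ± 1087 and 2001 ± 851 in the same order, *Itgb4* (ENSMUSG00000020758, chromosome 11 from 115974709 to 116008412) 5932 ± 574, 3305 ± 624, 3815 ± 757 and 1204 ± 459, and *Itgb1* (ENSMUSG00000025809, chromosome 8 from 128685654 to 128733200) 2801 ± 164, 1695 ± 329, 1376 ± 289 and 1257 ± 119. In every case all Thy1 hi libraries lay above all Thy1- libraries (exact p 0.0286, with the pairing ignored). Against Thy1- cells the log2 fold change was 0.90 (adjusted p 0.721, blocked 0.0142, range 0.0712 to 0.908) for *Ly6a*, 0.81 (adjusted p 0.607, blocked 0.00306, range 0.0712 to 0.825) for *Itga6*, 0.86 (adjusted p 0.425, blocked 0.00151, range 0.0388 to 0.668) for *Itgb4* and 0.74 (adjusted p 0.17, blocked 0.00457, range 0.0406 to 0.514) for *Itgb1*, where the range is that of the adjusted p over 10 alternative fits. Unblocked limma called none of the 4, the blocked fit called all of them, and DESeq2 called *Itgb1*. Relative to HFSCs, *Ly6a* (1.90, adjusted p 0.0067), *Itga6* (1.57, adjusted p 0.00568) and *Itgb1* (1.05, adjusted p 0.00135) were higher, and *Itgb4* was not called (0.66, adjusted p 0.179, range 0.0206 to 0.295). HFSCs were sorted as Sca1-negative, so the *Ly6a* difference follows from the sort.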

Transcript levels of basal *Krt5* and *Krt14* were also enhanced in α6^+^Sca1^+^Thy1^hi^ cells, further indicating that they represent a subpopulation of basal keratinocytes (Fig. 2a). 

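*Krt5* (ENSMUSG00000061527, chromosome 15 from 101707070 to 101712891) had 67226 ± 15188 normalized counts in Thy1 hi cells, 31485 ± 9355 in Thy1- cells, 34279 ± 12295 in HFSCs and 11135 ± 4949 in DETCs, and *Krt14* (ENSMUSG00000045545, chromosome 11 from 100203162 to 100207548) had 75345 ± 11500, 34953 ± 5826, 23658 ± 9272 and 11740 ± 5076. Both were higher in every Thy1 hi than in any Thy1- library (log2 fold change 1.11 for *Krt5* and 1.11 for *Krt14*, exact p 0.0286 each). The difference was called in the blocked fit (adjusted p 0.00588 and 0.00567) and not without the block (0.502 and 0.497, ranges 0.127 to 0.907 and 0.106 to 0.99 over the alternative fits). Relative to HFSCs, *Krt14* rose by 1.78 (adjusted p 0.00912, range 0.000128 to 0.0684) with HFSC replicate 4 at 9872 and the others at 26882 or more, and *Krt5* by 1.04 without a call (adjusted p 0.126, range 0.0443 to 0.289). The paper takes the raised basal keratins as a further sign that Thy1 hi cells represent a subpopulation of basal keratinocytes. It also reports higher *Krt5* in Thy1+ than in Thy1- cells by RT-PCR, which was not analysed here.

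**Figure D1:**
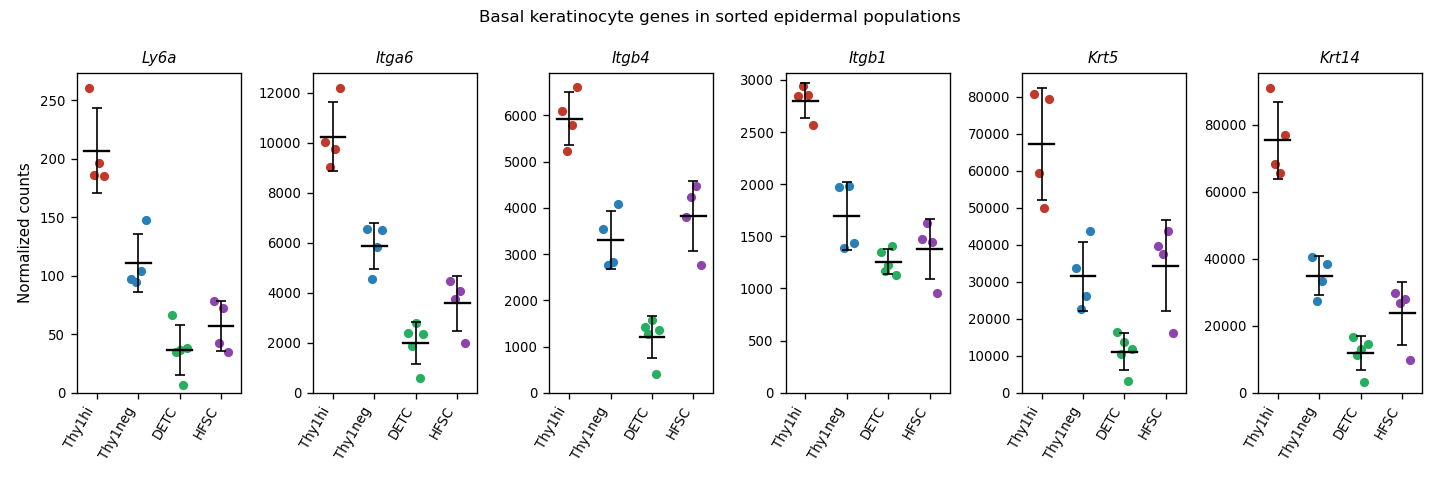
Normalized counts of *Ly6a*, *Itga6*, *Itgb4*, *Itgb1*, *Krt5* and *Krt14* in Thy1 hi cells, Thy1- cells, DETCs and HFSCs, with 1 dot per library, a line at the mean and bars of 1 SD. In all 6 panels the 4 Thy1 hi dots lie above the 4 Thy1- dots.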

In line with the Joost et al. dataset, we detected high expression of* Col17a1* in the α6^+^Sca1^+^Thy1^hi^ population (Fig. 2a). 

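*Col17a1* (ENSMUSG00000025064, chromosome 19 from 47646344 to 47692094) had 40106 ± 4823 normalized counts in Thy1 hi cells, 24299 ± 4593 in Thy1- cells, 28660 ± 7459 in HFSCs and 8510 ± 3655 in DETCs. All Thy1 hi libraries lay above all Thy1- libraries (log2 fold change 0.74, standard error 0.39, exact p 0.0286). The adjusted p was 0.768, with 0.225 to 0.995 over the alternative fits, and 0.0188 in the blocked fit. The single-cell dataset was not analysed here, nor was the paper's RT-PCR, which gave higher *Col17a1* in Thy1+ than in Thy1- cells.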

Of note, we verified that α6^+^Sca1^+^Thy1^hi^ cells did not display a T cell signature, in contrast to the α6^−^Sca1^low^Thy1^+^ population that was highly enriched for genes such as *Cd2, Cd3d, Cd3e, Cd3g, Cd8a and Cd96* (Fig. 2a). Likewise, the presence of major differences between these cell populations was observed through PCA (Fig. 2b).

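In DETCs and Thy1 hi cells, *Cd2* (ENSMUSG00000027863, chromosome 3 from 101275899 to 101287939) had 1872 ± 728 and 18.1 ± 12.4 (log2 fold change −6.95, adjusted p 2.49e-07), *Cd3d* (ENSMUSG00000032094, chromosome 9 from 44981786 to 44987339) 474 ± 66.2 and 64.9 ± 26.2 (log2 fold change −2.93, adjusted p 1.08e-06), *Cd3e* (ENSMUSG00000032093, chromosome 9 from 44998740 to 45009627) 4657 ± 1039 and 50.5 ± 22.9 (log2 fold change −6.57, adjusted p 7.17e-10), *Cd3g* (ENSMUSG00000002033, chromosome 9 from 44969572 to 44980431) 5318 ± 1330 and 57.1 ± 25.3 (log2 fold change −6.59, adjusted p 2.16e-10) and *Cd96* (ENSMUSG00000022657, chromosome 16 from 46035657 to 46120251) 704 ± 159 and 8.27 ± 10.8 (log2 fold change −6.89, adjusted p 2.33e-07). All DETC libraries lay above all Thy1 hi libraries at these 5 genes (exact p 0.00794 each), and DETC a held the most *Cd2* (3174, the others at most 1581). *Cd8a* (ENSMUSG00000053977, chromosome 6 from 71373427 to 71379173) had 166 ± 99.2 and 16.8 ± 12.4 (log2 fold change −3.003, adjusted p 0.000947), but its lowest DETC library (15.6) lay under the highest Thy1 hi library (34.2), and the exact p was 0.0318. *Cd96* is 1 of the genes whose value in Thy1- replicate 4 was moved, which leaves the fold change against DETCs as it is. The adjusted p can differ, because all libraries share 1 fit. As a list the 6 genes had a median log2 fold change of −6.58 (fry, adjusted p 1.8e-10), and all 6 were called, over all genes tested and adjusted over the list alone. Between Thy1 hi and Thy1- cells the median was 0.26 (4 of 6 genes higher, adjusted p 0.569), none of the 6 was called by either adjustment, and 18 of the 35 ways to split these libraries gave a median as large. Thy1 hi cells held between 0.966% and 13.7% of the DETC level of these genes.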

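PCA of log2 values over the 17 libraries of the 4 populations placed 42.4% of the variance on the first component and 19.8% on the second. DETCs lay between −190.5 and −102 on the first, all other libraries between 24.4 and 71.5. On the second, HFSCs lay between 29.1 and 93.0, replicate 4 of the Thy1 hi and Thy1- cells at 41.7 and 45.6, and the other Thy1 hi and Thy1- libraries between −91.6 and −37.7. The nearest library belonged to the same population for 5 of 5 DETC and 4 of 4 HFSC libraries, but for 1 of 4 Thy1 hi and 1 of 4 Thy1- libraries. Over the 4 population means, the first components held 67.9% and 26.0% (jackknife standard errors over libraries 7.91 and 7.25), and Thy1 hi lay 65.8 from Thy1- cells, 124.8 from HFSCs and 184 from DETCs. Values without log moved the share over libraries most, to 94.7%. Of the 47 genes drawn in the heatmap, all 47 had their highest mean in the population drawn as highest. On the third component each Thy1 hi library lay below the Thy1- library of the same number (−31.4 and 1.59, −8.23 and 15.9, −20.5 and 3.34, −62.4 and −33.6). The first component parts DETCs from all other libraries, while Thy1 hi and Thy1- libraries lie mixed on the first 2 components, with their replicate 4 within the range of the HFSCs on the second.

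**Figure D2:**
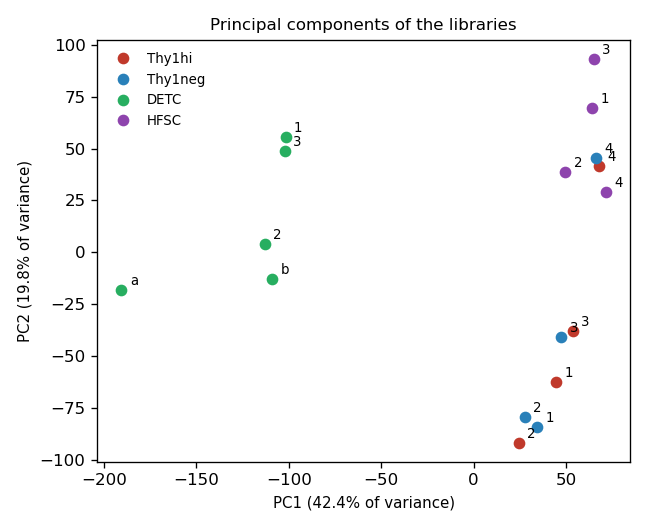
The first component (42.4% of the variance) against the second (19.8%) for 17 libraries of 4 populations, each point a library with its replicate number or, for 2 DETC libraries, a or b. DETCs lie at negative values of the first component, and replicate 4 of Thy1 hi and Thy1- cells lies with the HFSCs on the second (41.7 and 45.6).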

**Fig. 2:**
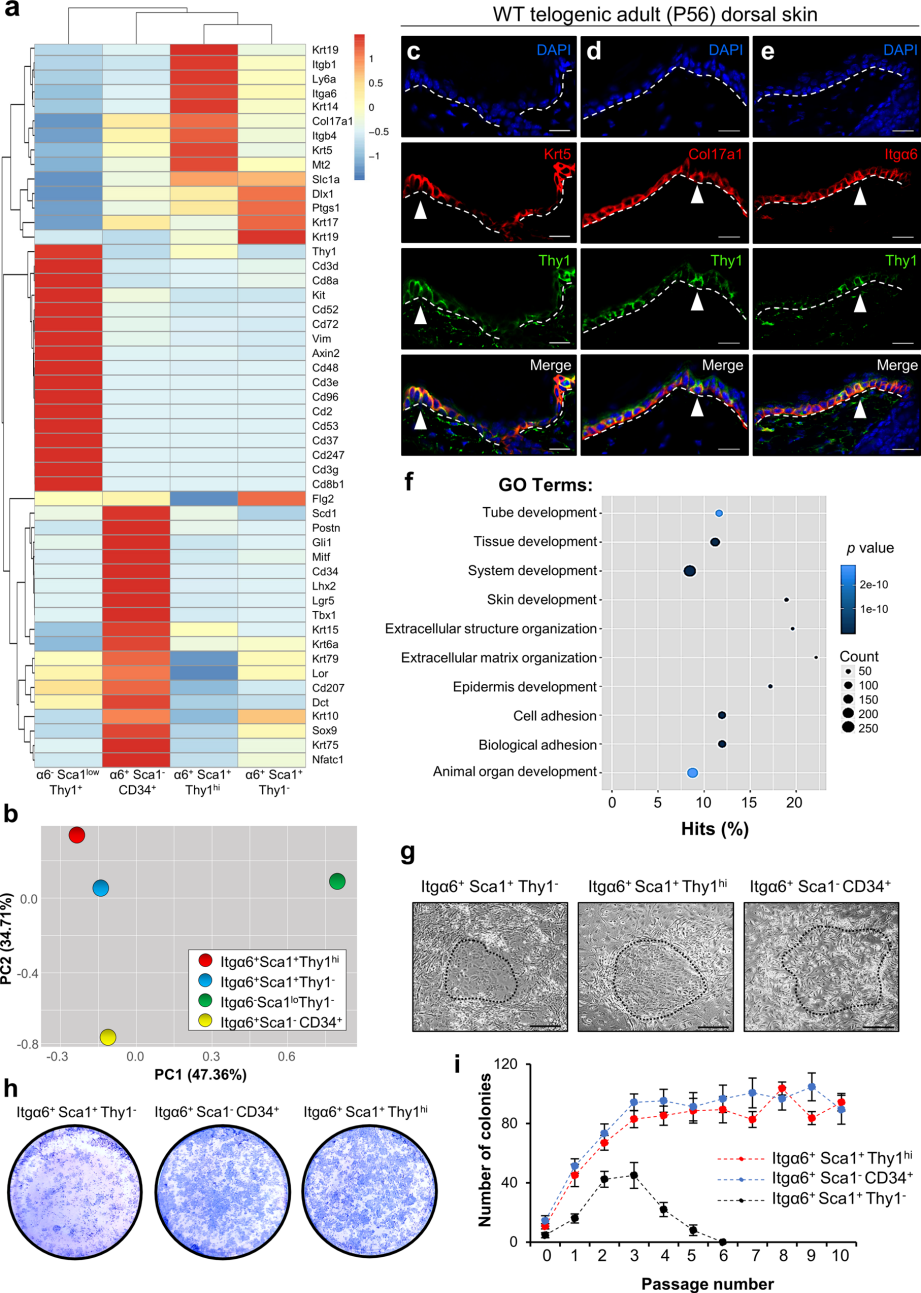
Thy1^+^ basal epidermal keratinocytes display self-renewal capacity. **a** Heatmap of absolute gene expression (RPKM values) scaled by gene based on bulk RNA-seq data comparing sorted populations of α6^−^Sca1^low^Thy1^+^ dendritic epidermal T cells (DETCs) [*n* = 4 mice], α6^+^Sca1^−^CD34^+^ hair follicle stem cells (HFSCs) [*n* = 5 mice], α6^+^Sca1^+^Thy1^+^ keratinocytes [*n* = 4 mice] and α6^+^Sca1^+^Thy1^−^ keratinocytes [*n* = 4 mice]. **b** Principal component analysis (PCA) showing PC-1 and PC-2 from RNA-seq data of sorted populations [*n* = 5 pooled mice]. **c**–**e** Co-immunostaining of Thy1 with (**c**) keratin-5 (Krt5), (**d**) Col17a1 and (**e**) Integrin-α6 (Itgα6) in sections of WT telogenic (P56) dorsal skins [*n* = 5 mice]. White arrowheads indicate cells expressing high levels of Thy1. **f** Gene ontology (GO) analysis of α6^+^Sca1^+^Thy1^hi^ vs. α6^+^Sca1^+^Thy1^−^ populations. Statistical testing was performed using the Wallenius’ distribution. **g** Images of holoclones grown 3 weeks post-plating of sorted α6^+^Sca1^+^Thy1^−^, α6^+^Sca1^+^Thy1^hi^, and α6^+^Sca1^−^CD34^+^ cells. **h** Rhodanile Blue staining of α6^+^Sca1^+^Thy1^−^ keratinocytes, α6^+^Sca1^−^CD34^+^ HFSCs and α6^+^Sca1^+^Thy1^hi^ cultures at passage 4 [*n* = 3 individual cultures each]. **i** Quantification for mean number of colonies formed during passaging [*n* = 3 individual cultures each]. Error bars represent ±S.E.M. All source data are provided as a Source Data file. Dashed white lines demarcate the epidermis/dermis boundary. Scale bars: 50 μm (**c**–**e**, **g**).

In order to confirm the transcriptomic profile of the α6^+^Sca1^+^Thy1^hi^ population, we performed immunostaining of adult telogenic (P56) dorsal skins from WT mice. These experiments demonstrated co-localization of Thy1^+^ dorsal skin cells with the basal epidermal markers Krt5, Krt14, Itgα6, Itgβ4, and Col17a1 (Fig. 2c–e and Supplementary Fig. 2e–g). Of note, cells expressing the highest levels of Thy1 coincided with cells displaying higher levels of Krt5, Krt14, Itgα6, Itgβ4, and Col17a1 (Fig. 2c–e and Supplementary Fig. 2e–g).

We also asked whether Thy1^+^ cells exist in other skin regions of the mouse body. For these analyses, we harvested adult telogenic (P56) ventral skin, tail skin, and glabrous skin of the hind paw for immunostaining against Thy1 and Krt5. In all examined skin regions we detected the presence of Krt5^+^ Thy1^+^ cells (Supplementary Fig. 3a–c).

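Between Thy1 hi and Thy1- cells, 58 of 17204 genes had an adjusted p under 0.05, 20 higher and 38 lower in Thy1 hi cells. The fit with the replicate number as a block called 1137, 589 higher and 548 lower. Across single libraries left out, the unblocked number ranged from 13 to 38, and with the block in a fit of all populations it was 216. The largest rises among called genes with no overlap were 3.16 for *Thy1* (adjusted p 0.000397), 2.71 for *Sparc* (ENSMUSG00000018593, chromosome 11 from 55394500 to 55423183) (standard error 0.29, adjusted p 0.000198, means 583 ± 187 and 85.2 ± 10.4), 2.42 for *Thbs2* (ENSMUSG00000023885, chromosome 17 from 14665500 to 14694262) (adjusted p 0.00703, means 1954 ± 358 and 377 ± 144), 1.81 for *Pdgfc* (adjusted p 0.0476) and 1.61 for *Epb41l3* (adjusted p 0.00703). *Thy1* was itself a gate of this sort, and RNA from fibroblasts stays open for *Sparc* and *Thbs2*. The call for *Pdgfc* was lost in each of the 8 fits without a library and with the deposited row order (adjusted p 0.0585). Among the largest falls were −2.62 for *Slco2b1* (adjusted p 0.00313), −2.53 for *Rgs4* (0.0351), −2.42 for *Col8a1* (0.0223) and −2.401 for *Enpp1* (0.00753), of which *Rgs4* lost the call in 7 and *Col8a1* in 5 of those 8 fits. *Sox9* fell by 1.33 (adjusted p 0.205, blocked 0.000147, range 0.00249 to 0.243).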

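Cornified envelope and keratin genes, and all collagen and laminin genes by symbol, were also tested as lists written before the data were examined. The 37 cornified envelope genes tested had a median log2 fold change of −1.22 (35 lower, fry adjusted p 0.298), with no gene called over all genes tested, 1 adjusted over the list alone and 23 in the blocked fit (list p 0.0215). The 29 keratin genes had a median of −0.59 (17 lower, adjusted p 0.534; 0 called over all genes, 0 adjusted over the list alone), and the 49 collagen and laminin genes 0.32 (31 higher, adjusted p 0.242; 1 called, 6 adjusted over the list alone). With the block, 10 keratin genes (list p 0.0897) and 18 collagen and laminin genes (list p 0.00671) were called. The collagen and laminin list holds fibroblast collagens such as *Col1a1* and *Col3a1*. Fibroblast genes had a median of 1.302 in this comparison, so RNA from fibroblasts stays open for that list. Of 35 ways to split these 8 libraries, a median as large appeared in 2 for the cornified envelope, 1 for keratins and 3 for collagens and laminins. The gene ontology terms were not analysed here.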

Of note, Gene Ontology (GO) analysis of differentially expressed genes in the α6^+^Sca1^+^Thy1^hi^ (vs. α6^+^Sca1^+^Thy1^−^) population revealed enrichment for terms including skin and epidermal development, thereby supporting a functional role in tissue maintenance (Fig. 2f).

In the classic hierarchical model, the epidermis is heterogeneously maintained by a slow-cycling population of SCs that self-renew and give rise to transit-amplifying progenitors^9–18^. To investigate whether Thy1^+^ keratinocytes display self-renewal capacity, we cultured both α6^+^Sca1^+^Thy1^+^ and α6^+^Sca1^+^Thy1^−^ cells isolated from adult telogenic (P56) WT dorsal epidermis. Additionally, we also cultured α6^+^Sca1^−^CD34^+^ HFSCs as an SC control. After eight weeks, we evaluated their colony-forming efficiency and found that α6^+^Sca1^+^Thy1^hi^ cells generated colonies at a comparable efficiency to α6^+^Sca1^−^CD34^+^ HFSCs (Fig. 2g). In contrast, α6^+^Sca1^+^Thy1^−^ cells exhibited a marked reduction in colony size (Fig. 2g). Furthermore, serial dilution and long-term passaging indicated that, unlike α6^+^Sca1^+^Thy1^−^ keratinocytes, which dwindled away after approximately five passages, α6^+^Sca1^+^Thy1^hi^ cells could be expanded over time (Fig. 2h, i). Similar expansion capability was also observed in α6^+^Sca1^−^CD34^+^ HFSCs (Fig. 2h, i). Taken together, our findings show that, in contrast to Thy1^−^ IFE cells that can amplify in a transient fashion, α6^+^Sca1^+^Thy1^hi^ cells can be expanded for extended periods of time and display higher clonogenic capacity; features suggestive of SC identity.

### Thy1^+^ SCs contribute to long-term epidermal replenishment

A key characteristic of an SC is its capacity to differentiate into mature cells^1–3^. To examine the lineage potential of Thy1^+^ cells, we crossed inducible *Thy1-CreERT2* (Slick-H) mice. In these animals, back-to-back *Thy1* promoters were used in order to drive both CreERT2 and to specifically label neurons with EYFP. As expected, we detected high levels of EYFP in the brain, but not in epidermal cells (Supplementary Fig. 5a, b). We reasoned that although the EYFP was sub-detectable in the epidermis, limited expression of Cre in these mice would still mediate Cre recombination and thus could potentially be utilized for performing lineage tracing of Thy1^+^ epidermal cells. Therefore, we crossed the *Thy1-Cre*^*ERT2*^ (Slick-H) mice to either *R26*^*EYFP*^ or *R26*^*Confetti*^ mice^56,57^ (Fig. 3a).

**Fig. 3:**
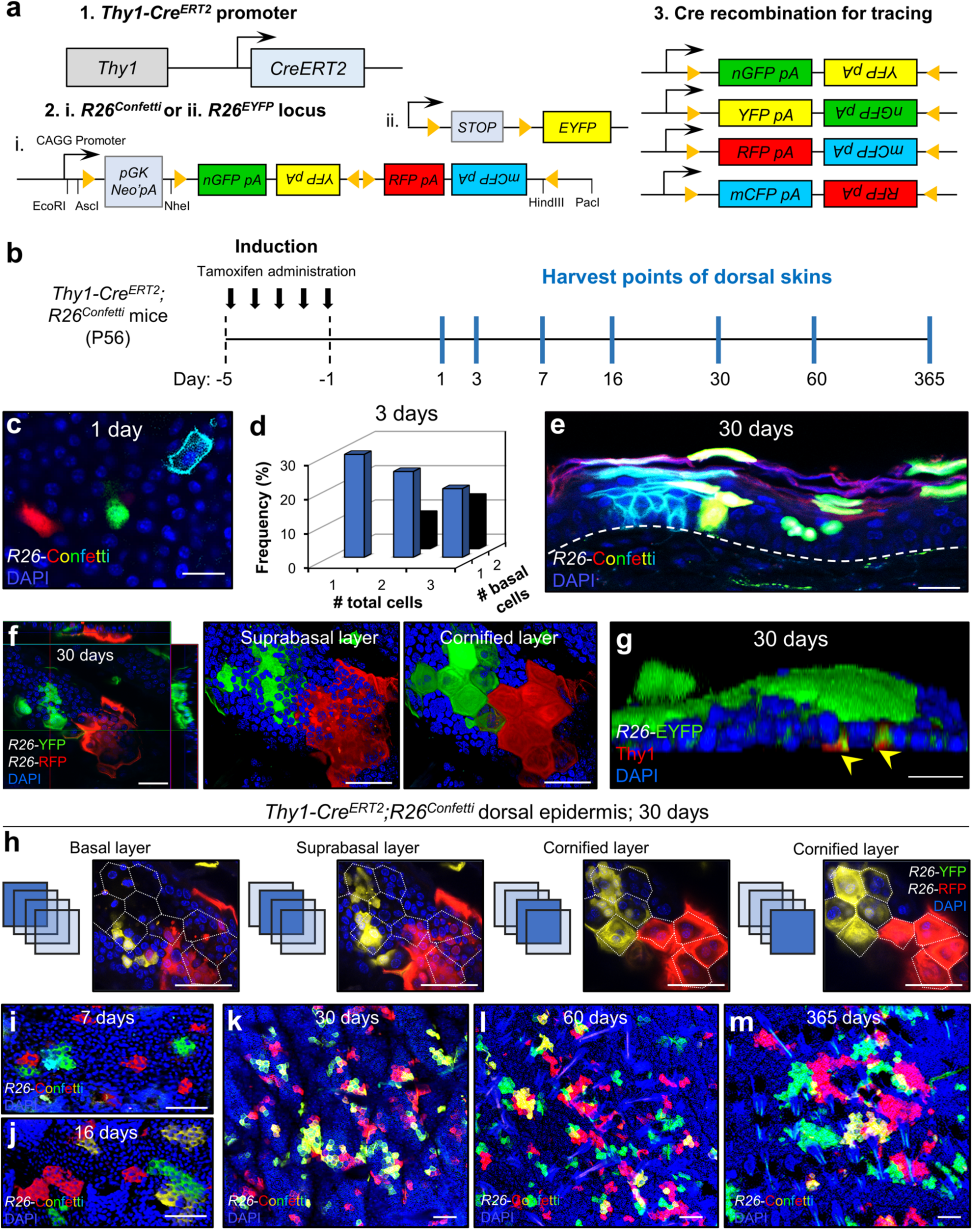
Thy1^+^ cells replenish the adult mouse dorsal epidermis over time. **a** Genetic strategy used to induce multicolor Confetti expression in Thy1^+^ cells. **b** Schematic of induction and harvesting regimen of the dorsal skin. **c** Image of Confetti-labeled cells in the basal layer after 1 day post induction [*n* = 5 mice]. **d** Frequency of clones comprised of more than one Thy1^+^ labeled cell at 3 days post induction [*n* = 90 clones from 4 pooled mice]. Source data are provided as a Source Data file. **e** Confocal image of sectioned epidermis at day 30 post-induction showing Confetti expression throughout the epidermal layers [*n* = 5 mice]. Dashed white line demarcates epidermis/dermis boundary. **f** Z-stack images of induced dorsal epidermis after 30 days showing formation of labeled cornified units [*n* = 5 mice]. **g** 3D rendered confocal image of *Thy1-Cre*^*ERT2*^;*R26*^*EYFP*^ dorsal skin at 30 days post induction co-stained with Thy1 (yellow arrows) [*n* = 5 mice]. **h** Z-stack sections of dorsal skin interfollicular epidermis (IFE) at 30 days post induction showing basal attachment. Dotted white lines marks polygonal projection of a cornified cell [*n* = 5 mice]. **i**–**m** Maximum projection confocal images of Thy1^+^ basal cell-derived clones at (**i**) 7 days, (**j**) 16 days, (**k**) 30 days, (**l**) 60 days, and (**m**) 365 days post induction [*n* = 4 mice per time point]. Scale bars: 100 μm (**k**–**m**), 50 μm (**e**, **f**, **h**–**j**), 20 μm (**c**, **g**).

To examine and verify the specificity of our lineage-tracing system we first investigated whether α6^+^Sca1^+^Thy1^+^ keratinocytes could be sufficiently induced. For this aim, we processed adult telogenic dorsal skins at 24 hours post-induction for flow cytometry and determined that α6^+^Sca1^+^Thy1^+^ keratinocytes become labeled with EYFP (Supplementary Fig. 4a). Of note, we could detect EYFP^+^ fluorescent cells largely in the Thy1^hi^ keratinocyte population. Surprisingly, we did not observe EYFP expression in Thy1^+^ DETCs (Supplementary Fig. 4a). We hypothesize that the reason for this may be because the Thy1-Cre^ERT2^ cassette is incorporated in a heterochromatic region or adjacent region that lacks the required cis-regulation in T cells^58^, but not in the Thy1^+^ SCs.

We further validated the expression of basal keratinocyte markers Sca1 and Itgα6, as well as EYFP and Thy1 using ImageStream analysis (Supplementary Fig. 4b). In addition, we performed bulk RNA-seq on sorted populations of both α6^+^Sca1^+^Thy1^hi^ and α6^+^Sca1^+^Thy1^hi^YFP^+^ cells, which indicated that labeled cells express epidermal SC markers after recombination (Supplementary Fig. 4c).

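The sorted Thy1 hiYFP+ cells are represented by 3 libraries, with a median of 10853343 reads on genes (9532524 to 12982393), which were tested against the 4 Thy1 hi libraries of the wild-type sort. The cell type label names Sca1-negative cells, where the sample titles and the paper give Sca1-positive cells, and the treatment label gives none, where the paper gives induced mice. *Thy1* had 902 ± 568 normalized counts in YFP+ cells (log2 fold change 0.34 against Thy1 hi, adjusted p 0.851; 3.51 against Thy1-, adjusted p 0.00026). The Thy1 hi difference turned to −0.14 without YFP+ library 3. *Ly6a* had 307 ± 101 (0.52 against Thy1 hi, adjusted p 0.802), *Itga6* 9596 ± 2560 (−0.12), *Itgb4* 5910 ± 1514 (−0.036), *Itgb1* 2904 ± 972 (−0.0023), *Krt5* 64983 ± 17986 (−0.061), *Krt14* 93331 ± 24344 (0.29) and *Col17a1* 32310 ± 8934 (−0.34, adjusted p 0.859). *Krt15* was lower in all YFP+ than in all Thy1 hi libraries (9865 ± 1247, log2 fold change −1.01, adjusted p 0.564, exact p 0.0571).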

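The 7 basal markers had a median log2 fold change of −0.036 against Thy1 hi cells (2 higher and 5 lower, fry adjusted p 0.955), with 0 called over all genes tested and 0 adjusted over the list alone. The sign turned to 0.080 under quantile normalization and 0.0028 after rescaling to the same total. Over all genes, 2 were called (1561 had an unadjusted p under 0.05), *Tspan3* (ENSMUSG00000032324, chromosome 9 from 56131725 to 56165477) at 1.65 (adjusted p 0.0294, means 518 ± 121 and 164 ± 33.1) and *Slc16a6* (ENSMUSG00000041920, chromosome 11 from 109450855 to 109473598) at 1.64 (0.0294, means 93.8 ± 10.0 and 30.4 ± 10.1), and they lost the call in 5 and 6 of the 7 fits without a library. Against Thy1- cells 131 genes were called, 94 higher, among them *Stfa1* (5.66, adjusted p 0.0015) and *BC100530* (5.38, 0.0062). That number was 10 without YFP+ library 3, where *BC100530* lost its call (adjusted p 0.0679), and 312 without YFP+ library 2. The T cell markers had a median of −0.73 against Thy1 hi cells (5 of 6 lower, adjusted p 0.0339; 0 called, 1 adjusted over the list alone). This call was lost in 4 of the 7 fits without a library. From this comparison the paper states that labeled cells express epidermal stem cell markers after recombination. In *Thy1* and the basal markers no difference between YFP+ and Thy1 hi cells was called, and only *Krt15* had no overlap between libraries. With 3 YFP+ libraries this does not show that the populations are alike. *Col17a1* lay between the populations (0.39 against Thy1- cells, adjusted p 0.735). Unlabeled cells of induced mice, which would part labeling from treatment, were not analysed here.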

We next performed lineage tracing in the dorsal skin, starting from the adult telogen phase (P56) using either the inducible *Thy1-Cre*^*ERT2*^*;R26*^*EYFP*^ or *Thy1-Cre*^*ERT2*^*;R26*^*Confetti*^ mice (Fig. 3b). In the latter, upon Cre activation and recombination, Thy1^+^ cells randomly express one of four fluorescent proteins including nuclear GFP (nGFP), membranous CFP (mCFP), RFP, or YFP, which are localized to different cellular compartments^57^.

As an important first step, we calibrated our induction protocol to ensure single-cell labeling of Thy1^+^ cells (Fig. 3c, d and Supplementary Fig. 5c, d). We did not observe any induced cells or clonal events in the bulge, hair germ, dermal papilla or isthmus, although occasionally we could detect events in the infundibulum (IFD) and sebaceous gland (SG) base (Supplementary Fig. 5e). Strikingly, after 30 days, we observed clonal trails emanating from the basal layer to the upper differentiated layers, indicating the participation of the Thy1^+^ cell population in epidermal homeostasis (Fig. 3e, f). We next determined that initial clones displayed a marked Thy1^+^ cell and confirmed that the trace indeed originated from the basal layer (Fig. 3g, h). Moreover, the epidermis appeared as a mosaic of labeled clones where each individual clone displayed a polygonal shape (e.g., pentagon or hexagon), which was defined by the perimeter of the cornified layer (Fig. 3f, g). These structures appeared reminiscent of the units described by the epidermal proliferating unit (EPU) hypothesis, which predicts that each EPU harbors on average 10 cells in the basal layer with one slow-cycling SC positioned in its center^59^. Importantly, the EPU columns we identified did not directly extend from the basal to the cornified layer, since we could detect cells outside the polygonal projections (Fig. 3h). Specifically, although the majority of labeled basal cells aligned vertically into the borders of the EPU, in many instances the suprabasal cells appeared to cross the projected border, while cells of the granular layer were committed to the cornified layers above (Fig. 3h). These findings are consistent with reports that examined the spatiotemporal coordination in the mouse ear skin^8,19^.

At distinct time points including 7, 16, 30, 120, and 365 days post-induction we could clearly detect increasing amounts of EPU-like structures, demonstrating the long-term contribution of Thy1^+^ basal cells (Fig. 3i–m). Importantly, after 1-year post-induction we could detect EPU-like structures with basal attachment and confirmed that tracing events could only be seen in the IFE at this later time point (Supplementary Fig. 5f, g).

Taken together, these data indicate that Thy1 marks a distinct population of SCs that can differentiate and contribute to epidermal homeostasis over prolonged periods.

### Thy1^+^ basal SCs exhibit distinctive cycling activity

We next sought to understand whether Thy1^+^ keratinocytes qualify as a slower-cycling SC population^14^ or compete neutrally like the majority of IFE progenitors^7,8^. For this aim, we performed detailed clonal analyses and mathematical modeling of the expansion dynamics of Thy1^+^ and Thy1^−^ basal clones over time in traced *Thy1-Cre*^*ERT2*^*;R26*^*Confetti*^ mice (Fig. 4a). Specifically, the clone size distribution of Thy1^+^ cells over time indicated 0.35 divisions/week; a rate considerably slower than 2.2 divisions/week of Thy1^−^ basal cells (BCs; Fig. 4b). Our estimation of the cellular turnover in the IFE is comparable with the findings of Mascré et al., 2012, yet suggests a slightly higher rate^14^.

**Fig. 4:**
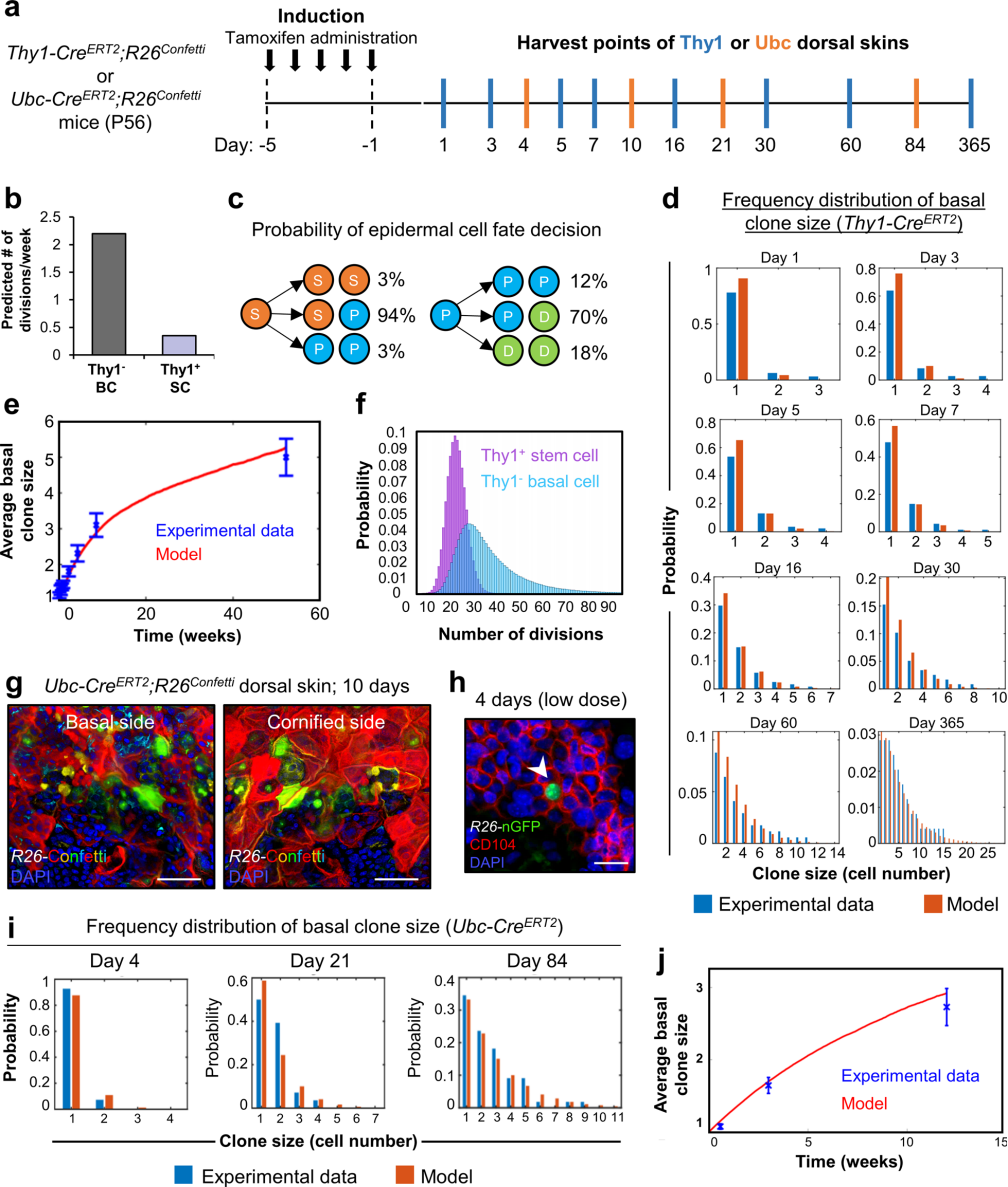
Thy1^+^ cells are a functionally distinct population of basal epidermal stem cells. **a** Schematic for induction and harvesting of Thy1 or Ubc dorsal skins. **b** Division rates of basal Thy1^+^ stem cells (SCs) and Thy1^−^ basal cells (BCs) determined from *Thy1-Cre*^*ERT2*^*;R26*^*Confetti*^ mice [*n* = 6 mice]. **c** Model probability for division symmetries of Thy1^+^ SCs and Thy1^−^ progenitor cells. **d** Basal clone size distributions at different time points following Thy1^+^ induction [*n* = 6 mice]. Blue columns represent the experimental data and red columns correspond to the model predictions. **e** Average basal clone size over time following Thy1^+^ induction [*n* = 6 mice]. Blue points represent the data taken from 1 to 365 days post induction. Red curve represents model prediction. **f** Model predictions for number of divisions of Thy1^+^ SCs and transit-amplifying cells at 365 days. (**g**) Maximum projection image of *Ubc-Cre*^*ERT2*^*;R26*^*Confetti*^ dorsal epidermis at 10 days post induction showing basal (left panel) and cornified (right panel) sides [*n* = 3 mice]. **h** Image of *Ubc-Cre*^*ERT2*^*;R26*^*Confetti*^ dorsal epidermis at 4 days post induction using low-dose tamoxifen [*n* = 3 mice]. Arrowhead indicates single induced nGFP^+^ basal cell. **i** Basal clone size distributions at different time points following random Ubc induction in *Ubc-Cre*^*ERT2*^*;R26*^*Confetti*^ mice [*n* = 6 mice]. Blue columns represent the experimental data and red columns correspond to the model predictions. **j** Average basal clone size over time following Ubc induction [*n* = 6 mice]. Blue points represent the data at 4, 21, and 84 days post induction. The red curve represents model prediction. All error bars show ±S.E.M. All source data are provided as a Source Data file. Scale bars: 50 μm (**g**), 10 μm (**h**).

The rate of basal cell differentiation may be approximated at steady-state as the rate of epidermal cell shedding. According to our model, up to 30% of the cells in the epidermis basal layer are shed each week^60^.

Further, analysis of clonal dynamics indicated that the majority of Thy1^+^ cellular divisions were asymmetrical, thereby giving rise to one Thy1^+^ SC and one Thy1^−^ progenitor (S → P + S = 94%), while both symmetric self-renewal or differentiation were relatively rare (S → S + S = 3%; S → P + P = 3%) (Fig. 4c). Asymmetrical division was also the main mode of division in the progenitors, giving rise to both a progenitor and differentiated cell (P → P + D = 70%), while the fraction of divisions leading to two progenitors (P → P + P = 12%) or two differentiated cells was lower (P → D + D = 18%) (Fig. 4c).

Next, we constructed a simulation that tracks the fate of individual basal layer cells and quantified the number of divisions that are expected over our experimental timeframe (Fig. 4d, e). We determined that Thy1^+^ SCs divide ~17 times on average, however, a small but finite fraction, ~2.7%, were expected to divide less than 10 times over a 1-year period (Fig. 4f).

As an additional indication of their distinction from other basal layer cells, we performed real time (RT)-PCR analysis on isolated populations of α6^hi^Sca1^hi^Thy1^hi^ SCs and α6^hi^Sca1^hi^Thy1^−^ BCs. As expected, α6^hi^Sca1^hi^Thy1^+^ SCs expressed relatively elevated transcripts of *Krt5, Mt2,* and *Col17a1* (Supplementary Fig. 6a).

Collectively, these results suggest that Thy1 marks a distinct, relatively slow-cycling cell population within the IFE.

In order to functionally validate that Thy1^+^ epidermal SCs indeed behave differently than other basal cells, we sought to evaluate long-term clonal analyses using transgenic mice that target other epidermal cell lineages. However, the widely used lineage-tracing mice available, such as those driven by *Krt14* or *Krt5* promoters, present the issue where Thy1^+^ cells labeling would be enriched as they express significantly higher levels of these basal layer keratins. Thus, we took a different approach and performed long-term clonal analyses using a ubiquitin lineage-tracing mice (*Ubc-Cre*^*ERT2*^*;R26*^*Confetti*^*;* Supplementary Fig. 6b). As expected, following a commonly administered dose of tamoxifen (100 mg/kg) we could detect abundant labeling in the epidermis after 10 days, which presumably included Thy1^+^ keratinocytes (Fig. 4g). Thus, we hypothesized that a very low-dose of tamoxifen (10 mg/kg) could permit random labeling of any basal cell^14^ (Supplementary Fig. 6c). We confirmed that single labeled basal cells could be detected in the epidermis after 4 days post-low-dose induction (Fig. 4h). As an important verification, we employed flow cytometry immediately following low-dose induction (1 day post) to examine whether any Thy1^+^ keratinocytes were initially marked. In this analysis, we determined that only 0.99% of total GFP/YFP^+^ cells comprised the α6^hi^Sca1^hi^Thy1^hi^ keratinocyte population, while 11.5% of α6^hi^Sca1^hi^Thy1^−^ basal cells were marked with GFP/YFP (Supplementary Fig. 6d). Of note, we selectively analyzed GFP/YFP signal due to similar labeling between populations with RFP and CFP at day 1 post induction. Nonetheless, our quantifications indicated a more than 10-fold increase in GFP/YFP-labeled Thy1^−^ basal epidermal cells, attesting to the reliability of this approach to unbiasedly evaluate basal cell retention over time (Supplementary Fig. 6d). Next, we utilized the proliferation dynamics that were determined from lineage tracing of Ubc^+^ basal cells in order to simulate the expected basal clone sizes following random induction by tamoxifen. We found excellent agreement between the model predictions and the measured clone size distributions, thereby corroborating our assessments of clone expansion dynamics (Fig. 4i, j and Supplementary Fig. 6e, f). Finally, we determined a higher fraction of surviving Thy1^+^ basal cell-derived clones over time (displaying basal attachment), in contrast to the Ubc tracing (Supplementary Fig. 6g–i). These data indicate that in contrast to epidermal progenitors, which contribute only superficially to regeneration, Thy1^+^ SCs play a key role in epidermal replenishment over time.

### Thy1^+^ SCs play a key role in epidermal wound repair

Since we found that Thy1^+^ SCs contribute to IFE replenishment, we next analyzed their role in the epidermal repair process. Lineage-tracing followed by full-thickness excision wounds (1 cm^2^) was performed on the dorsal skin of adult telogenic (P56) *Thy1-Cre*^*ERT2*^*;R26*^*Confetti*^ mice. Skins were analyzed at 5, 7, 30, 60, and 120 days post wound infliction (Fig. 5a). By 60 days, Thy1^+^ cells and their progeny contributed robustly to wound repair as demonstrated by the presence of fluorescent clones migrating toward the center of the wound (Fig. 5b–d and Supplementary Fig. 7a–f). Labeled cells gave rise to a trail of fully developed polygonal units spanning from the healthy skin towards the wound center (Fig. 5b–d and Supplementary Fig. 7a–c). Notably, in contrast to the unwounded epidermis at 120 post induction, the neo-epidermis displayed an abnormal organization of overlapping fluorescent polygons (Fig. 5e). These results indicate that Thy1^+^ SCs generate trails of persisting clones along their migration path as part of their commitment to restoring the wounded epidermis.

**Fig. 5:**
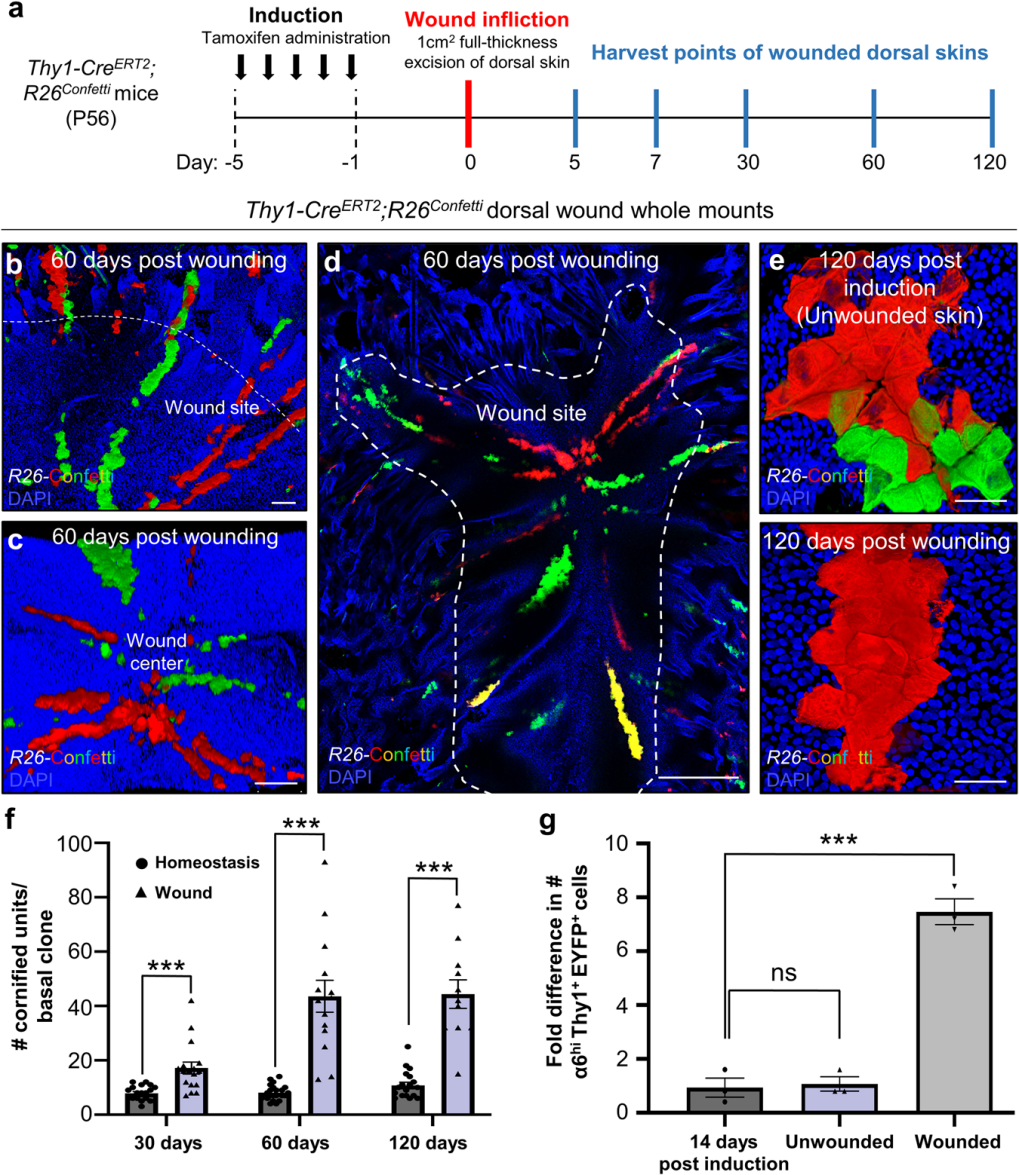
Thy1^+^ stem cells are critical for proper wound repair of the skin. **a** Schematic of induction and wounding. **b**–**d** Thy1^+^ cell progeny migrate to the wound in a clonal fashion and can be detected at day 60 post wound infliction within the wound site [*n* = 3 mice]. **e** At 120 days post wounding, clonal units can be detected in the neo-epidermis that deviate from the regular epidermal proliferative unit (EPU) structure [*n* = 3 mice]. **f** Mean number of cornified units per basal clone at 30, 60, and 120 days post induction in homeostatic (unwounded) skin and wound areas [*n* = 3 mice per time point, 30 clones per mouse]. **g** Fold difference in number of EYFP-labeled α6^hi^Sca1^hi^Thy1^hi^ SCs following a 14-day chase post induction (0 days), and after 14 days in wounded or unwounded dorsal skin [*n* = 3 mice per group]. ns (*P* = 0.778) and ***P *=* 0.0004 (two-tailed unpaired Student’s *t* test). All error bars show ±S.E.M. All source data are provided as a Source Data file. Scale bars: 200 μm (**b**–**d**), 50 μm (**e**).

It has been proposed that progenitors are responsible for maintenance of the epidermis while slow-cycling SCs extensively fuel the repair process^12,14^. To examine the regenerative potential of Thy1^+^ SCs upon injury, we examined the epidermal area marked by labeled cells in unwounded and injured lineage-traced *Thy1-Cre*^*ERT2*^*;R26*^*EYFP*^ skins. Our end-point analysis indicates, that during injury, Thy1^+^ SCs contribute significantly more to the repair process when compared to the normal epidermis (Fig. 5f). Of note, we confirmed that labeled nGFP^+^ cells in induced *Thy1-Cre*^*ERT2*^*;R26*^*Confetti*^ mice were positive for Thy1 as well as Krt5 on the wound edges (Supplementary Fig. 8a, b). Moreover, in healed WT dorsal skins at 30 days post wounding we could clearly detect the presence of Krt5^+^ Thy1^+^ SCs throughout the neo-epidermis (Supplementary Fig. 8c).

In light of this, we asked whether Thy1^+^ SCs increase self-renewal to replenish the new SC population in the neo-epidermis. For this aim, tamoxifen was administered for three consecutive days at two weeks prior to the infliction of 1 cm^2^ full-thickness excision wounds on the dorsal skin. We performed flow cytometry of the induced epidermis at an initial time point (14 days post induction), which indicated that ~0.23% of the α6^hi^Sca1^hi^Thy1^+^ population were labeled (Fig. 5g). We further examined Thy1^+^ SC labeling in the wound border and uninjured epidermis at 14 days post wounding. Strikingly, we determined that during wound repair the percentage of YFP^+^ cells from the total α6^hi^Sca1^hi^Thy1^+^ SCs increased eightfold to ~1.85%, in contrast to unwounded skins where the population had barely expanded (~0.26%; Fig. 5g).

These data indicate that Thy1^+^ SCs are activated and self-renew disproportionately more in response to wounding than during homeostasis.

Since our lineage-tracing experiments indicated that Thy1^+^ SCs contribute to epidermal homeostasis and skin repair we examined whether they are indispensable for these processes. For this aim, we generated conditional floxed Diphtheria Toxin A (*R26-DTA*) mice crossed to *Thy1-Cre*^*ERT2*^ mice (Fig. 6a; henceforth called Thy1-DTA) for ablation of Thy1^+^ cells, which we compared to *Thy1-Cre*^*ERT2*^ littermate controls that did not inherit the *R26-DTA* allele. Mice were treated with five daily topical applications of tamoxifen and harvested after eight days (Fig. 6b). Ablation of the Thy1^+^ keratinocyte population was confirmed using flow cytometry, which indicated an approximately threefold decrease in α6^+^Sca1^+^Thy1^+^ SCs in contrast to the tamoxifen-treated littermate control (Fig. 6c, d and Supplementary Fig. 9a). It should be noted that we still detected the presence of a large number of homeostatic CD3^+^ DETCs throughout the epidermis post ablation (Supplementary Fig. 9a, b).

**Fig. 6:**
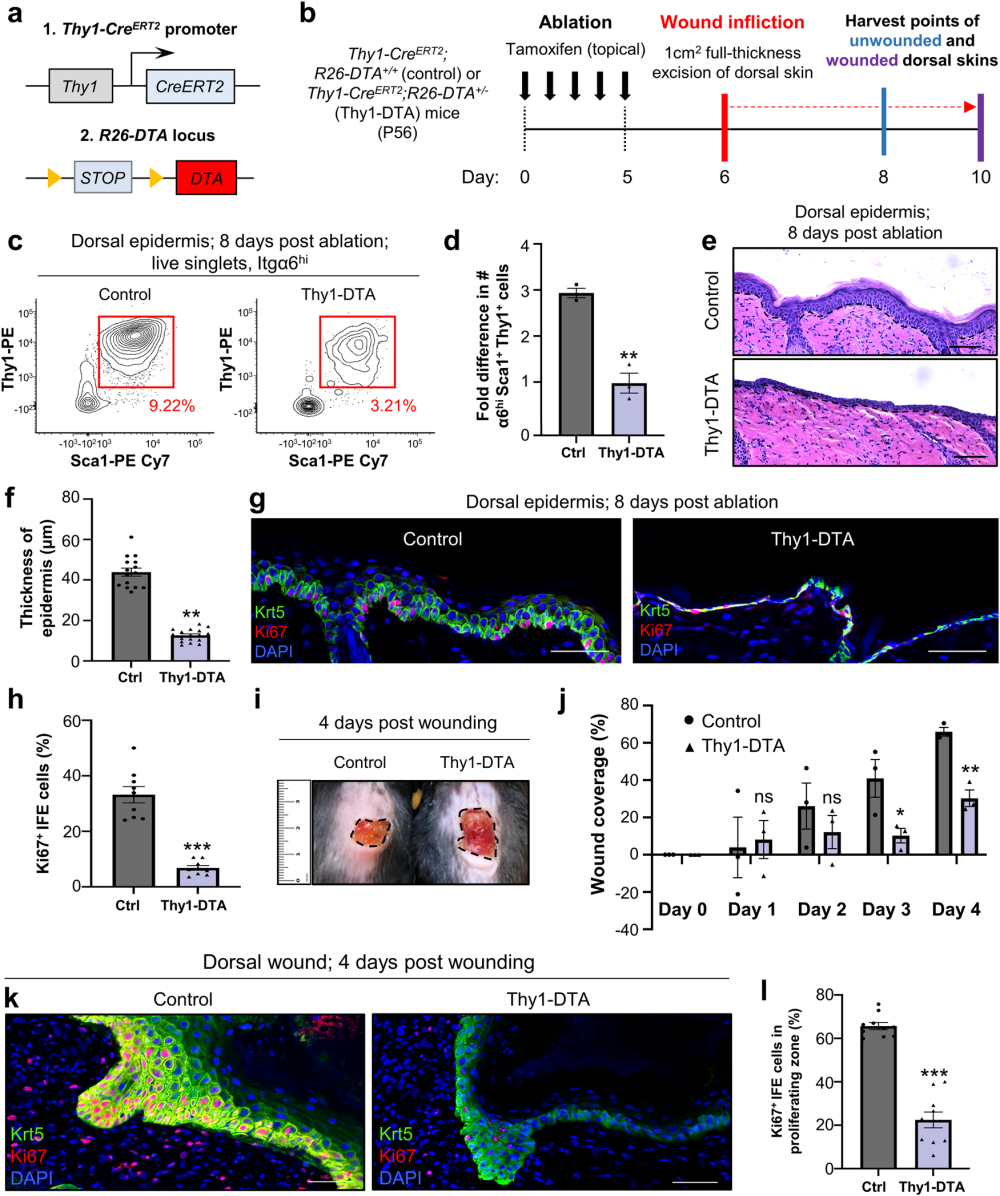
Thy1^+^ cells are required for proper epidermal homeostasis and repair. **a** Genetic strategy used to ablate Thy1^+^ keratinocytes. **b** Schematic of induction, wounding and harvesting of dorsal skins. **c** Representative flow cytometry plots of control and Thy1-DTA dorsal epidermis at 8 days post ablation [*n* *=* 3 mice per group]. **d** Fold difference in numbers of α6^hi^Sca1^+^Thy1^+^ keratinocytes at 8 days post ablation [*n* = 3 mice per group]. **P = 0.0012 (two-tailed unpaired Student’s *t* test). **e** Representative hematoxylin and eosin (H&E) staining of control littermates (*R26-DTA*^*+/+*^) and Thy1-DTA dorsal skins at 8 days post induction [*n* = 3 mice per group]. **f** Quantification of interfollicular epidermal (IFE) thickness after 8 days [*n* = 3 mice per group]. **P *=* 0.006 (two-tailed unpaired Student’s *t* test). **g** Co-immunostaining against keratin-5 (Krt5) and Ki67 in control and Thy1-DTA dorsal skins after 8 days [*n* = 3 mice per group]. **h** Quantification for percentage of Ki67^+^ proliferating cells [*n* = 3 mice per group]. ***P < 0.001 (two-tailed unpaired Student’s *t* test). **i** Representative photograph of control and Thy1-DTA wounds at 4 days post wounding [*n* = 3 mice per group]. **j** Quantification for wound coverage over time [*n* = 3 mice per group]. ns (*P* = 0.836, *P* = 0.411), *P = 0.047, **P = 0.0021 (two-tailed unpaired Student’s *t* test). **k** Wounded dorsal skins immunostained against Krt5 and Ki67 [*n* = 3 mice per group]. **l** Quantification of Ki67^+^ cells in the wound border [*n* = 3 mice per group]. ***P < 0.001 (two-tailed unpaired Student’s *t* test). All error bars show ±S.E.M. All source data are provided as a Source Data file. Scale bars: 50 μm (**e**, **g**, **k**).

Given that our strategy for eliminating a large portion of the Thy1^+^ basal cell population was successful, we next examined whether there were any visible alterations of the epidermis. We first evaluated thickness and morphology of the treated epidermis via Hematoxylin and Eosin (H&E) staining, which revealed altered morphology of different layers within the IFE upon Thy1^+^ cell ablation (Fig. 6e). Specifically, the basal layer keratinocytes appeared to lose their columnar structure and displayed a flattened morphology (Fig. 6e). Furthermore, in contrast to the control epidermis which exhibited a homogenously dense cornified layer, the cornified layer was significantly thinner and inconsistent in skins lacking Thy1^+^ cells (Fig. 6e). We next quantified the thickness of the epidermis and found a nearly three-fold reduction in size, in contrast to the control (Fig. 6f). Of note, we did not detect a significant difference in the thickness of the dermis, indicating that the observed phenotype was predominant in the epidermis (Supplementary Fig. 9b). Given that Thy1^+^ cell ablation resulted in a thinner epidermis we next investigated the effect on the different epidermal layers. Both Krt5 and the differentiation marker Krt10 displayed atypical expression patterns in accordance with the altered morphology of the basal layer (Fig. 6g and Supplementary Fig. 9c). We also examined whether cell proliferation could be an underlying cause for the decrease in epidermal thickness. For this aim, we performed co-immunofluorescence with the Ki67 proliferation marker, which indicated a dramatic decrease in the number of proliferating Ki67^+^ basal cells (Fig. 6g, h). These data attest to the specificity of our approach and suggest that Thy1^+^ SCs play a key role in epidermal homeostasis.

Since Thy1^+^ cell ablation resulted in a strong effect on epidermal homeostasis we next investigated the importance of the Thy1^+^ SC population in wound healing. For this aim, we performed a 1 cm^2^ excision wound on the dorsal skins of induced control littermates and Thy1-DTA mice and monitored the repair dynamics. Our data indicate that ablation of Thy1^+^ SCs leads to significant delays in re-epithelialization throughout the examined time points (Fig. 6i, j). Additionally, we immunostained against Ki67 and, alike the effects in epidermal homeostasis, we observed a significant decrease in cell proliferation adjacent to the wound border (Fig. 6k, l).

The findings from these ablation experiments indicate that Thy1^+^ SCs play a key role in fueling epidermal homeostasis and driving wound repair in the mouse skin (Fig. 7).

**Fig. 7:**
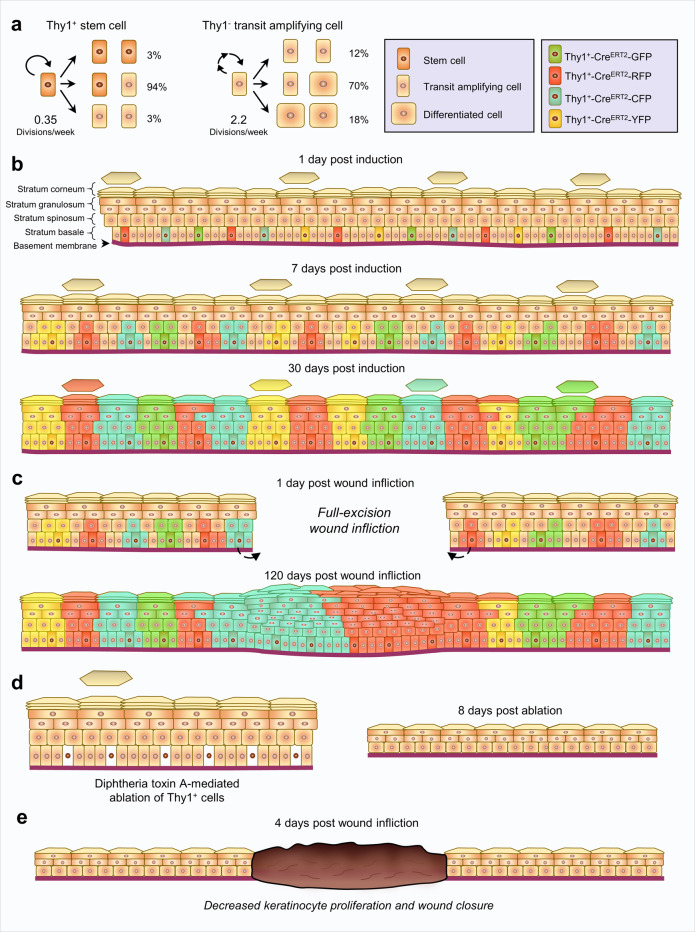
Schematic of Thy1^+^ stem cell dynamics and contributions in the mouse skin. **a** Division fates of Thy1^+^ stem cells and progenitor cells in the mouse epidermis. **b** Clonal Thy1^+^ basal cell-derived events post induction. **c** Clonal Thy1^+^ basal cell-derived events post induction and wounding of the skin. **d**, **e** Outcome of Thy1^+^ cell ablation in the (**d**) homeostatic, and (**e**) wounded mouse skins.

## Discussion

The epidermis consists of distinct compartments, such as the hair follicle (HF) and the interfollicular epidermis (IFE)^3,61^. Under normal conditions, these epidermal compartments are maintained by different populations of stem cells (SCs)^1,62,63^. In contrast to the HF, which has been extensively investigated and shown to house various subpopulations of HFSCs^13,15,16,40–46^, it is still unclear whether the IFE is replenished by a single population of equipotent progenitors or through a hierarchical organization of SCs and progenitors that display distinct proliferative potential^7–9,13–15,17–26^.

In this study, we have identified a distinct population of basal SCs in the mouse IFE, which can be distinguished by Thy1 expression. As an initial indication, we determined that Thy1^+^ basal cells were located in distinct regions of the tail epidermis that were previously reported to contain label-retaining SCs^15,25^.

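*Thy1* (ENSMUSG00000032011, chromosome 9 from 44043384 to 44048579) had 1937 ± 449.6 normalized counts in DETCs, 633 ± 113 in Thy1 hi cells, 69.1 ± 6.39 in Thy1- cells and 57.5 ± 28.5 in HFSCs. The DETC mean includes DETC b at 1163, with the others at 1969 or more. Thy1 hi cells lay under DETCs (log2 fold change −1.59, standard error 0.36, adjusted p 0.0013, exact p 0.00794) and above HFSCs (3.62, adjusted p 1.97e-06), and no library of 1 population overlapped with another in either comparison. The Thy1 hi mean was 32.7% of the DETC mean.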

Probing further, both RNA-seq and immunofluorescence analyses indicated that differential Thy1 expression could resolve two distinct populations, including one that we characterize herein as a Thy1-expressing epidermal SC population and another classical Thy1/CD3/TCR-expressing dendritic epidermal T cell (DETC) population^31^. We suspect that although Thy1 has been described as a marker of SCs in a variety of tissues^28–30,64^, its widely accepted use as a DETC marker could explain why it was largely overlooked in the epidermal SC field.

One important indication that Thy1^+^ cells represent a basal epidermal SC population is their co-expression of high levels of ScaI, Integrins-α6, β4 and β1, and keratins-5, 14 and 15, which have been proposed to mark and play important roles as epidermal SC markers^22,38,54,55^. 

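*Krt15* (ENSMUSG00000054146, chromosome 11 from 100131758 to 100135928) had 21322 ± 9984 normalized counts in Thy1 hi cells, 18005 ± 9219 in Thy1- cells, 41866 ± 13300 in HFSCs and 7557 ± 3629 in DETCs. It did not part Thy1 hi from Thy1- cells (log2 fold change 0.25, adjusted p 0.999, exact p 0.571, blocked 0.458), and the sign turned to −0.023 without Thy1 hi replicate 4. Relative to HFSCs it was lower without a call (−1.01, adjusted p 0.16, exact p 0.0571, range 0.0571 to 0.247). The 7 basal markers as a list had a median of 0.86 against Thy1- cells (all 7 higher, fry adjusted p 0.0325). Over all genes tested none was called, 4 were called adjusted over the list alone, and in the blocked fit the list had an adjusted p of 0.00194. The list call was lost in 4 of the 8 fits without a library and with quantile normalization (median 0.67, adjusted p 0.149).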

Importantly, these markers are absent or expressed minimally in the Thy1^+^ T cell population. 

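Relative to DETCs, Thy1 hi cells had a median log2 fold change of 2.52 over the 7 basal markers (fry adjusted p 5.9e-06), and all 7 were called over all genes tested and adjusted over the list alone. By gene it was 2.74 for *Ly6a* (adjusted p 3.21e-05), 2.52 for *Itga6* (6.44e-06), 2.43 for *Itgb4* (1.78e-06), 1.16 for *Itgb1* (6.29e-05), 2.75 for *Krt5* (2.46e-05), 2.85 for *Krt14* (1.5e-05) and 1.60 for *Krt15* (0.00664, range 0.00098 to 0.0793). The call for *Krt15* was lost with a block for replicate number over all populations (0.96, adjusted p 0.0793). That fit leaves out DETC a and b, which carry no replicate number, so the block alone may not be the cause. DETCs were sorted as integrin-α6-negative and Sca1-low, so the *Itga6* and *Ly6a* differences follow from the sort. The DETC means of the 7 basal markers were between 15.6% and 44.9% of the highest keratinocyte mean. DETC a held a median of 0.24 of the level of the other DETC libraries over 23 keratinocyte and follicle genes and 1.02 over the T cell markers, with *Itgb4* at 406.1 against 1268 or more.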

Further attesting to the clear distinction of Thy1^+^ basal epidermal cells from T cells, we determined the presence of Thy1^+^ keratinocytes in athymic mice. In support, previous studies have noted the existence of Thy1^+^ cells in the epidermis that do not identify as or differentiate into conventional T cells in vivo or in vitro^65,66^. Importantly, the function and activity of these cells remained largely uncharacterized^65,66^.

The epidermal SC is defined by its abilities to self-renew, display greater clonogenic potential than progenitor cells, as well as their slow-cycling proliferative activity^1,3^. By combining different approaches including in vitro assays, lineage tracing, and mathematical modeling of clonal fate we have identified two different keratinocyte populations: (I) a slow-cycling expanding SC population marked by Thy1, and (II) a transient amplifying population that lacks Thy1. We found that Thy1^+^ SCs proliferate at a significantly lower incidence. Notably, both populations utilize asymmetrical division as their main mode of division. This mode of division and cellular turnover is comparable with the elegant findings of Mascré et al., 2012, which defined a Krt14^+^ slow-cycling SC population in the mouse tail skin^14^. It should be noted that this study utilized very low levels of tamoxifen in order to circumvent labeling the entire IFE basal layer. Since Thy1^+^ SCS express significantly high levels of Krt14 it is tempting to speculate that, upon such induction, high numbers of Thy1^+^ SCs were labeled.

Our findings are in line with observations made in various other tissues where a slow-cycling SC population gives rise to actively cycling progenitors^28,67–72^, suggestive of a common strategy for tissue maintenance.

Another defining feature of an SC is its capability to generate differentiated progeny^73^. By performing multicolored lineage tracing we found that Thy1^+^ SCs can replenish the IFE by generating a mosaic of labeled polygonal clones. Early histological studies of the mouse epidermis have proposed that the IFE is organized in distinct columns termed epidermal proliferative units (EPUs)^59^. According to this model each unit is autonomously maintained by a slow-cycling SC that resides in its center and gives rise to a pool of transit-amplifying progenitors with limited proliferative potential^59^. However, lineage-tracing studies have revealed that these EPUs do not exhibit predictable proliferation dynamics or fixed size^7,8,19^. It should be noted that the Thy1^+^ basal cell-derived polygonal units we observed did not span directly from the basal to the cornified layer as proposed by the EPU hypothesis and although the majority of labeled basal cells aligned vertically into its borders, in many instances the basal and suprabasal cells appeared to cross the projected border. These findings could explain why neighboring units displayed a similar fluorescent protein. Our results are consistent with previous studies that examined the spatiotemporal coordination in the mouse ear skin and reported that cells inhabiting the basal and spinous layers have the flexibility to switch to neighboring columns^8,19^.

Having determined that Thy1^+^ cells meet the requirements of a bona fide SC, one key question that then emerged during our investigations was whether Thy1^+^ epidermal SCs were indeed functionally distinct from other basal cells. Moreover, how do our findings reconcile the ongoing debate on clonal dynamics in the epidermis? By performing long-term IFE clonal analyses using *Ubc-Cre*^*ERT2*^*;R26*^*Confetti*^ mice, we could directly compare the contribution of Thy1^+^ SC progeny to other randomly labeled basal cells. By using this particular methodology, we could anticipate the unbiased labeling of basal cells irrespective of protein expression and thereby circumvent potential caveats that can arise from performing genetic inducible fate mapping studies^74^. Importantly, these analyses added further evidence that Thy1^+^ cells represent a distinctly long-lived slow-cycling SC population in the epidermis.

In support of the hierarchical SC model, it has been elegantly shown that two distinct epidermal SC populations, marked by Dlx1 and Slc1a3, exhibit distinct proliferative and differentiation dynamics and function to replenish morphologically different regions in the mouse tail skin^15^. 

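*Slc1a3* (ENSMUSG00000005360, chromosome 15 from 8634124 to 8710764) had 65.0 ± 12.8 normalized counts in Thy1 hi cells, 62.0 ± 7.36 in Thy1- cells, 52.7 ± 13.2 in HFSCs, 42.0 ± 17.8 in DETCs and 94.7 ± 29.8 in YFP+ cells. It showed no difference between Thy1 hi and Thy1- cells (log2 fold change 0.054, standard error 0.32, adjusted p 0.999, exact p 0.714), and the sign turned to −0.069 after rescaling to the same total. Relative to HFSCs the change was 0.31 (adjusted p 0.561, exact p 0.229). Reads of *Dlx1*, at 3.28 ± 3.63 in Thy1 hi cells, were too few to compare. Tail skin was not analysed here.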

The transcriptomic analyses in our work indicated that Dlx1 and Slc1a3 were not robustly expressed in the Thy1^+^ SC population. It will be interesting to examine how these SC populations co-exist in the tail skin and whether they display functional plasticity or represent subpopulations of Thy1-expressing cells.

In further support for the epidermal SC, pioneering work from the Nishimura group revealed that epidermal cells marked by high levels of Col17a1 largely undergo symmetric division, whereas cells expressing lower Col17a1 levels tend to divide asymetrically^9–18^. It was also elegantly demonstrated that loss of Col17a1 attenuates clonal selection and causes ageing^9–18^. Our analyses of the scRNA-seq dataset by Joost et al. as well as our own transcriptional profiling experiments indicated exclusively high expression of Col17a1 in the Thy1-expressing keratinocyte population^9–18^. Thus, further investigations into the dynamics of Thy1^+^ SCs in aging skin may be an interesting avenue for future research.

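Relative to HFSCs, *Col17a1* was higher in Thy1 hi cells by a log2 fold change of 0.52 (standard error 0.39, adjusted p 0.402, exact p 0.0571), and 3 of 4 Thy1 hi libraries lay above every HFSC library. The change fell to 0.31 without HFSC replicate 4. Between Thy1- cells and HFSCs it was −0.21 (adjusted p 0.767, exact p 0.429), and the sign turned to 0.0053 after rescaling to the same total. Relative to DETCs it was 2.41 (adjusted p 2.91e-05). From its own profiling and the single-cell dataset the paper reasons that high *Col17a1* is confined to Thy1-expressing keratinocytes. In the sorted cells the Thy1 hi mean is the highest of the 4 populations, and its difference from HFSCs was not called.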

Additionally, it has recently been shown that the development of the growing postnatal epidermis is orchestrated by a single uniform population of developmental progenitors^11^. Therefore, it will be important to examine the importance of Thy1^+^ epidermal SCs in distinct developmental stages, as well as the plasticity of various SC populations in the developing, homeostatic, and aged adult epidermis.

In contrast to epidermal homeostasis, where fast-cycling progenitors are the main contributors^14,73^, it has been proposed that SCs play a vital role during the repair process by supplying fresh cells^14,73^. Our lineage-tracing results indicated that, upon injury, Thy1^+^ SCs and their progeny contribute heavily to wound repair, giving rise to a trail of fully developed units spanning from the healthy skin to the wound center. These findings indicate that not only could Thy1^+^ SCs aid in repopulating the wound, but upon migrating into a new niche they could inhabit and repopulate it. Furthermore, the contribution of Thy1^+^ SCs was not transient, since we could observe massive clones at four months post wounding in both unwounded skins and within the neo-epidermis. More importantly, we determined that Thy1-expressing progeny, in contrast to those of the reported epidermal stem cell marker Axin2^13^, contribute disproportionally more to wound healing than to homeostasis. This finding further supports the notion that slow-cycling SCs contribute significantly to the repair process, while progenitors largely maintain homeostatic cell turnover^12,14^.

Our ablation studies further exposed the non-redundant role of Thy1^+^ SCs in the skin. Ablation of Thy1^+^ SCs significantly reduced the thickness of the IFE, affected the columnar structure of basal cells, and altered the morphology of different layers within the IFE. Furthermore, Thy1^+^ cell ablation resulted in a significant delay in re-epithelialization, indicating a vital role of these basal SCs in both tissue homeostasis and repair. Surprisingly, Thy1^+^ depleted skins and wounds displayed a decrease in cell proliferation within the IFE, which could potentially be explained by mitogenic signals released from resident Thy1^+^ SCs. Such a scenario has been observed for various SC populations^75,76^. Future work examining Thy1^+^ basal SCs and identifying the signals they may secrete, as well as the source of the signals that control their activity, could offer significant advances in the fields of skin SC biology and regenerative medicine. Additionally, given the recent indications that epidermal SCs serve as tumor cells of origin^24^, it will interesting to examine the potential contribution of Thy1^+^ basal SCs to tumor formation and maintenance.

Collectively, our results identify a distinct IFE SC population, which plays a critical role in the replenishment and repair of the epidermis.

## Methods

### Mice

C57BL/6 J (WT), B6.Cg-*Foxn1nu*/J (*Foxn1*^*nu*^), B6;SJL-Tg(Thy1-cre/ERT2,-EYFP)VGfng/J (*Thy1-CreERT2*/Slick-H), B6.Cg-*Ndor1 Tg(Ubc-cre/ERT2)1Ejb*/2 J (*Ubc-CreERT2*), B6.129×1-*Gt(ROSA)26Sortm1(EYFP)Cos*/J (*R26*^*EYFP*^) and B6.129P2-*Gt(ROSA)26Sortm1(CAG-Brainbow2.1)Cle*/J (*R26*^*Confetti*^) mice were purchased from The Jackson Laboratory (USA). B6.129P2-*Gt(ROSA)26Sortm1(DTA)Lky*/J (*R26-DTA*) mice were generously donated by Yuval Shaked (Technion, Israel). All experiments comprised at least three randomly assigned 8-week-old (P56) male and female mice per genotype or treatment group. Mice were housed under specific pathogen-free conditions. All animal studies were conducted in accordance with the approval of the institutional ethics by the Pre-Clinical Research Authority (PCRA) of the Technion-Israel Institute of Technology. In all wound repair experiments mice were sedated with isoflurane. Mice were shaved and treated topically with a depilation cream if required. Full-thickness excision wounds (1 cm^2^) were generated on the dorsal skins and monitored for wound coverage in the following days. At the desired time post wounding, mice were euthanized with CO_2_ and the wounded skins were harvested and prepared for whole mounts or sections.

### Lineage-tracing and ablation

For lineage tracing and ablation experiments of Thy1^+^ cells, tamoxifen was dissolved in DMSO (30 mg/ml) and diluted in PBS (1.5 mg/ml) or diluted directly in corn oil (100 mg/kg). 100–200 µl was injected subcutaneously or tamoxifen dissolved in pure ethanol (50 mg/ml) was applied topically on shaved and depilated mouse dorsal skin for five consecutive days. For *Ubc-Cre*^*ERT2*^*;R26*^*Confetti*^ mice, tamoxifen was diluted in corn oil (100 mg/kg for regular dose and 10 mg/kg for low-dose). Mice were sacrificed at specified time points post induction.

### Flow cytometry and cell sorting

In brief, dorsal skins were shaved and harvested. Underlying adipose tissue was removed before incubation in trypsin/EDTA overnight at 4 °C or 1–2 hours at 37 °C. Epidermis and hairs were collected and filtered before sorting. Cells were analyzed and sorted on a BD FACS AriaIIIu, utilizing antibodies against rat anti-mouse/human Integrin-α6/CD49f-PerCP-eFluor710 (eBioscience, #46-0495-82, 1:100), rat anti-mouse Sca1-PE Cy7 (BD Pharmigen, #558162, 1:100), rat anti-mouse CD90.2-PE (BD Pharmingen, #553005, 1:100), rat anti-mouse CD34-FITC (eBioscience, #11-0341-82, 1:100), CD45-APC (Biolegend, #103112, 1:100), CD3-FITC (Biolegend, #100204, 1:100) and γδ-TCR-FITC (Biolegend, #118105, 1:100). Amnis ImageStreamX Mark II flow cytometer or Zeiss LSM880 confocal microscope was used to visualize cells post sorting. Flow cytometry data were acquired using BD FACSDiva Software 7.0 and processed in FCS Express 7 Flow Cytometry Data Analysis or IDEAS programs.

### Cell culture

Sorted keratinocytes were cultured in hair follicle stem cell (HFSC) media on sustaining J2 feeder cells. HFSC medium was prepared using Dulbecco’s modified Eagle medium (DMEM)/F12 3:1 (Biological Industries) containing L-glutamine (Biological Industries; 1:100), penicillin/streptomycin (Biological Industries; 1:100), 10% chelated fetal bovine serum, 5 μg/ml insulin (Sigma I-5500), 5 μg/ml transferrin (Sigma T-2252), 2 × 10 − 12 M T3 (3,3′-triiodo-L-thyronine; Sigma T-2752), 400 ng/ml hydrocortisone (Sigma H0888), cholera toxin 10^−10^ M and 50 μM CaCl_2_ for α6^+^CD34^+^Sca1^−^ cells or 300 mM CaCl_2_ for Thy1^hi^ and Thy1^−^ keratinocytes. For Rhodanile Blue staining, cells were incubated in 1% Rhodamine and 1% Nile Blue for 20 minutes before being washed with water.

### Histology and immunofluorescence

For whole-mount preparation of tail skin, samples were treated with 5 mM EDTA for two hours at 37 °C to separate skin epithelium from dermis and fixed in 4% paraformaldehyde for 1 hour at room temperature. Dorsal skin or wounded skin samples were treated with 5 mM EDTA for two-four hours at 37 °C to separate skin epithelium from the dermis and fixed in 4% formaldehyde for 1 hour at room temperature. For sections, dorsal or wounded skins were embedded in optimal cutting temperature compound (OCT, Scigen), frozen in −80 °C overnight, and cut into 12 μm sections using CM1860 Leica cryostat. Sectioned samples were fixed in 4% paraformaldehyde for 20 minutes at room temperature. Samples were blocked for two hours, before incubation with primary antibodies overnight at 4 °C. Wholemounts or sections were washed at least three times with PBS. Secondary antibodies were incubated for 1 hour at room temperature followed by four washes with PBS.

The following primary antibodies were used: Ki67 (rat, 1:100, eBioscience: Cat. #14-5698-82, Lot # 2196796), CD90.2 (rat, 1:100, BD Bioscience: Cat. #553000, Lot #7086603), CD104 (rat, 1:100, BD Pharmingen: Cat #553745, Lot #8141649), Mcm2 (rabbit, 1:500, Lot #GR3292032-3), Keratin-10 (mouse, 1:100, Abcam: Cat. #Ab9026, Lot #GR306213-22), Keratin-14 (mouse, 1:100, Abcam: Cat. #Ab7800, Lot #GR3204737-4) and Col17a1 (rabbit; 1:100, Abcam: Cat. #184996; Lot #GR3306426-1). Secondary antibody staining was visualized using antibodies conjugated to Alexa Fluors-488, −546 or −633 (all 1:250). All immunostaining and lineage trace images of section and wholemounts were obtained on a Zeiss LSM 880 confocal microscope and analyzed using ZEN 3.0 software (Carl Zeiss). Images were processed and analyzed using ZEN 3.0 software (Carl Zeiss).

### RNA-seq and RT-PCR experiments

Cells were sorted directly into TRIzol-LS (Sigma). Total RNA was isolated and RNA quality was checked by an Agilent 2100 bioanalyzer (Agilent technologies). Small RNA and mRNA libraries preparation followed as manufacturer’s protocols (Illumina Small RNA v1.5 Sample Preparation Kit and Illumina mRNA sequencing Sample Preparation Kit, Illumina). All libraries were sequenced for single-reads, 100 cycles on the Illumina Genome Analyzer IIx (Illumina). RNA-seq reads were aligned with STAR aligner against the mouse genome version mm10 and annotated with featureCounts to the Ensembl mm10 gtf annotation. Downstream analyses were performed in R using the DESeq2, ggplots2, pheatmap, and EnhancedVolcano packages. Analyses of single-cell RNA-seq data (GSE67602)^27^, were performed in R using the Seurat package.

For RT-PCR experiments, cells were sorted directly into TRIzol-LS (Sigma) and were processed for RNA isolation, precipitation, and cDNA synthesis. RT-PCR was performed using the PerfeCTa SYBR Green FastMix (Quanta), where four independent biological and three technical triplicates were used. Average cycle values were normalized to the housekeeping *Rplp0* gene. Forward (f) and reverse (r) primer sequences are as follows:

Krt5 f: 5′-CTCTCACACACACACCTCTAAC-3′

Krt5 r: 5′-GCTGAACTGACCCACACTATC-3′

Mt2 f: 5′-ACCGATCTCTCGTCGATCTT-3′

Mt2 r: 5′-ACTTGTCGGAAGCCTCTTTG-3′

Col17a1 f: 5′-TACGGTGCTGGCTTGTCCTC-3′

Col17a1 r: 5′-ATGTGTCTGCTCAGCTCTCC-3′

Rplp0 f: 5′-GCGACCTGGAAGTCCAACTA-3′

Rplp0 r: 5′-ATCTGCTTGGAGCCCACAT-3′.

### Statistics and Reproducibility

At least three randomly assigned age-matched mice of mixed sex were analyzed in vivo. In all in vitro experiments, at least three independent cultures were analyzed. All experiments were repeated at least twice with similar results. No statistical method was used to predetermine sample size. No data were excluded from the analyses. Measurements were taken from distinct samples. The Investigators were not blinded to allocation during experiments and outcome assessment. Quantitative analyses were performed using two-tailed unpaired Student’s *t* test, where *p < 0.05, **p < 0.01, ***p < 0.001. GO analysis was performed using GOseq and statistical testing was performed using the Wallenius’ distribution. Statistical testing for volcano plots was performed using Fischer’s Exact test.

### Quantitative analysis of proliferation dynamics in the basal layer

We follow refs. ^14,21^ and assume that cell fate dynamics can be described by a Poisson random process, for which the timing between successive events is uncorrelated. Over several rounds of division, any correlations due to synchrony effects will be rapidly erased from the clonal record and could therefore be neglected. We supposed the IFE is maintained by a population of stem (S) and progenitor (P) cells, following a pattern of balanced stochastic cell fate, whilst allowing for a small imbalance between differentiation and proliferation for the P cells. The model dynamics are described by:

1 $$S\mathop{\to }\limits^{{\lambda }_{S}}\left\{\begin{array}{c}{SS}\\ {SP}\\ {PP}\end{array}\right.\,\begin{array}{c}{r}_{S}\\ 1-2{r}_{s}\\ {r}_{S}\end{array}\,P\mathop{\to }\limits^{{\lambda }_{P}}\left\{\begin{array}{c}{PP}\\ {PD}\\ {DD}\end{array}\right.\,\begin{array}{c}{r}_{P}(1-\Delta /2)\\ 1-2{r}_{P}\\ {r}_{P}(1+\Delta /2)\end{array}$$

where D stands for differentiated cells, which are quickly swept away from the basal layer due to their high stratification rates and thus do not play a role in the basal clonal dynamics. The rates, *λ*_*S*_ and *λ*_*P*_ are measured in units of (1/week) and the probability of each specific cell fate is dependent on the imbalance between symmetric and non-symmetric cell fates and the P cells proliferation/differentiation asymmetry, as expressed by the dimensionless parameters, *r*_*S*_, *r*_*P*_, and Δ, respectively.

To predict the clonal dynamics, we use a Monte Carlo approach and acquire 10^5^ simulated clonal outcomes for each choice of *λ*_*S,P*_, *r*_*S,P*_ and Δ starting from a single S cell in the basal layer. For our simulations, we devised a MATLAB implementation of the Gillespie algorithm, where each cell is tracked separately so that the full round of division statistics for S and P cells can be obtained. To find the best fit to the linage tracing data, we perform a scan over feasible ranges of *λ*_*S,P*_, *r*_*S,P*_, and Δ. For each choice of the input parameters, we compare the experimentally determined fraction of clones, of *f*_*n*_(*t*), with size *n* = 1,2,… cells at different time points, *t* = 1,3,5,7,16,30,60,365 days, and the corresponding probability distribution obtained from our simulations, *Q*_*n*_(*t*). To quantify the goodness of fit for our model predictions, we calculated the Kullback-Leibler (KL) divergence^19^ defined by:

2 $${KL}=\mathop{\sum}\limits_{t={day}1,3,\ldots\!\!,365}\;\,\mathop{\sum}\limits_{n}{f}_{n}(t){\log }\left(\frac{{f}_{n}(t)}{{Q}_{n}(t)}\right)$$

The KL divergence is always positive and is equal to 0, only when *f*_*n*_*(t)* and *Q*_*n*_*(t)* are identical. Performing the above procedure, we find that the KL divergence is minimized for the following parameter values:

3 $${\lambda }_{S}=0.35,\,{r}_{S}=0.03\,{\lambda }_{P}=2.2,\,{r}_{P}=0.15,\,\Delta =0.4$$

We now compare our best-fit predictions to the linage tracing data. The clone size distributions at different time points are shown in Fig. 4d, where we plot the distribution of cell divisions for both S and P cells. Note that this number corresponds to the total rounds of division that a surviving clone member has undergone during 52 weeks. For P-type cells, this number includes the rounds of the division of the preceding S-cells. We find that for the optimal parameters in Eq. (3), the probability of a cloned member to undergo 10 or fewer divisions after 52 weeks is 2.68% for S-type cells, while only 0.23% for P-type cells. Overall, these results indicate a good agreement between our model predictions and the Thy1 lineage tracing data.

The rate parameters (3) were used to simulate the clone size distribution in the basal layer following Ubc random basal cell induction. Based on flow cytometry, we estimate ~8.6% of induced cells to be S-type (Fig. 4i), while the rest are P cells. The model predictions for the mean clone size lie well within the SEM of the measurements and performing a two-sided Kolmogorov–Smirnov test between the predicted and measured clone size distributions at day 84 yields a p-value of 0.004. This analysis serves as further corroboration of the hierarchical cell fate dynamics of Eq. (1) and the rate parameters of Eq. (3).

In the absence of cell death, cellular differentiation will ultimately lead to shedding from epidermis, such that at steady state the rate of shedding is given by the overall rate of differentiation. From Eq. (1), we find that the rate of shedding is given by: *P*λ_P_ (1 + *r*_*P*_Δ), corresponding to shedding of ~30% of the basal cell population each week.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source Data

## Data Availability

The bulk RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE203405. All other related data are available from the corresponding authors upon reasonable request. Source data are provided in this paper.

# Supplementary material for: Thy1 marks a distinct population of slow-cycling stem cells in the mouse epidermis
**Source:** Nat Commun. 2022 Aug 8;13:4628. doi: 10.1038/s41467-022-31629-1
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

## Thy1 Marks a Distinct Population of Slow-Cycling Stem Cells in the Mouse Epidermis

Elle Koren<sup>1, 2, 7, #</sup>, Alona Feldman<sup>1, 2, #</sup>, Marianna Yusupova<sup>1, 2</sup>, Avihay Kadosh<sup>3</sup>, Egor Sedov<sup>1, 2</sup>, Roi Ankawa<sup>1, 2</sup>, Yahav Yosefzon<sup>1, 2</sup>, Waseem Nasser<sup>4</sup>, Stefanie Gerstberger<sup>5</sup>, Liam B. Kimel<sup>3</sup>, Noa Prisalet<sup>1, 2</sup>, Samara Brown<sup>6</sup>, Sam Sharma<sup>6</sup>, Travis Gorenc<sup>6</sup>, Ruby Shalom-Feuerstein<sup>4</sup>, Hermann Steller<sup>6</sup>, Tom Shemesh<sup>3 \*</sup> and Yaron Fuchs<sup>1, 2 † \*</sup>

# These authors contributed equally

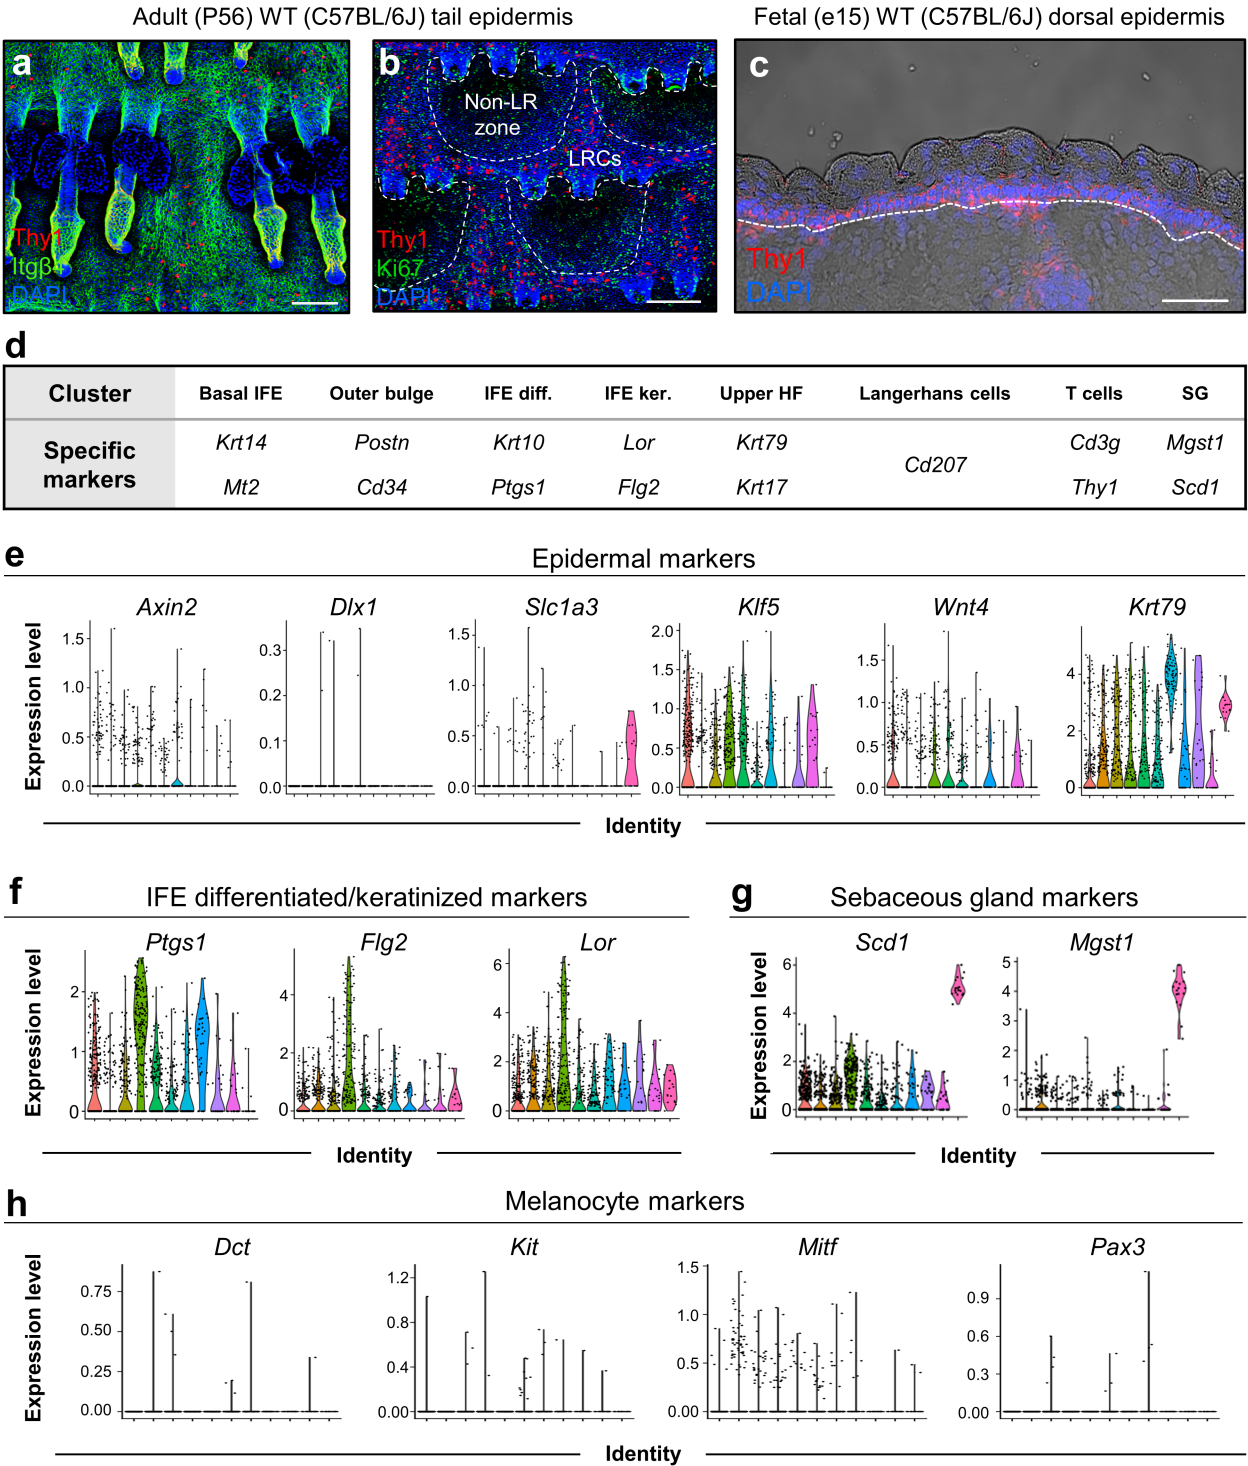

**Supplementary Figure 1. Resolution of a transcriptionally distinct Thy1<sup>+</sup> cell population.**

**Supplementary Figure 1. Resolution of a transcriptionally distinct Thy1<sup>+</sup> cell population.** (a) Tail skin wholemount from adult (P56) wild-type (WT) mouse immunostained against Thy1 and basement membrane marker Integrin- $\beta$ 4 (Itg $\beta$ 4) [ $n = 3$  mice]. (b) Exposed label retaining cells (LRCs) and non-label retaining (LR) regions in the interfollicular epidermis (IFE) of tail skin immunostained against Thy1. Ki67 is used as a staining control [ $n = 3$  mice]. (c) Sectioned dorsal epidermis of embryonic day 15 (e15) WT fetus immunostained against Thy1 [ $n = 3$  mice]. (d) Markers used for annotation of cell cluster population identities. IFE = interfollicular epidermis; diff. = differentiated; ker. = keratinized; HF = hair follicle; SG = sebaceous gland. (e-h) Violin plots showing expression level distributions of (e) epidermal, (f) differentiated keratinocyte, (g) sebaceous gland, and (h) melanocyte markers. Dashed white lines demarcate epidermis/dermis boundary unless otherwise indicated. Scale bars: 100  $\mu$ m (a), 50  $\mu$ m (c), 20  $\mu$ m (b).

**a** Adult (P56) WT (C57BL/6J) dorsal epidermal cells

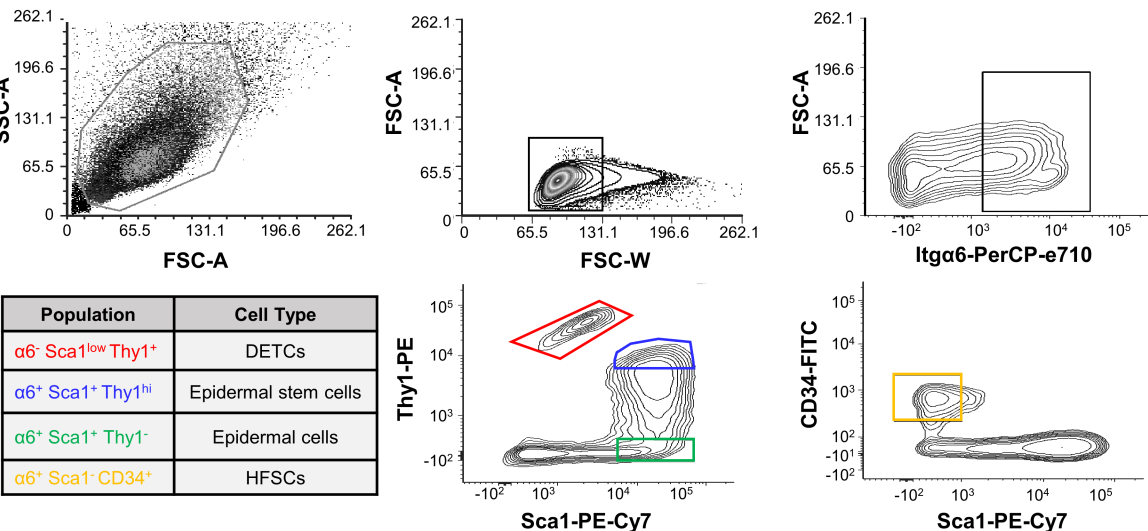

**b**  $\alpha 6^+ \text{Sca1}^+ \text{Thy1}^-$  vs.  $\alpha 6^+ \text{Sca1}^+ \text{Thy1}^{\text{hi}}$

**c**  $\alpha 6^+ \text{Sca1}^+ \text{Thy1}^{\text{hi}}$  vs.  $\alpha 6^+ \text{Sca1}^{\text{low}} \text{Thy1}^+$

**d**  $\alpha 6^+ \text{Sca1}^+ \text{Thy1}^{\text{hi}}$  vs.  $\alpha 6^+ \text{Sca1}^+ \text{CD34}^+$

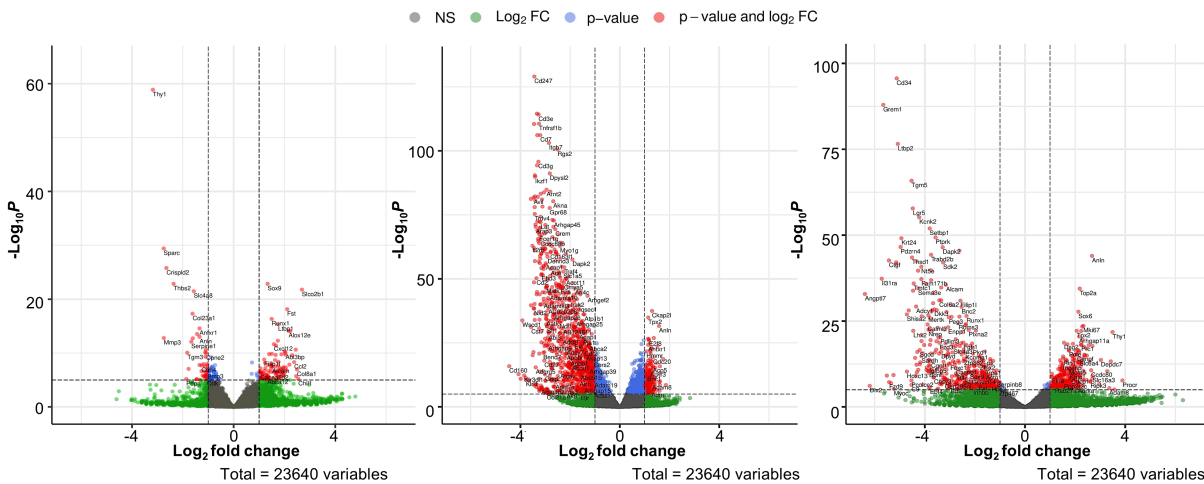

Adult (P56) WT (C57BL/6J) dorsal epidermis

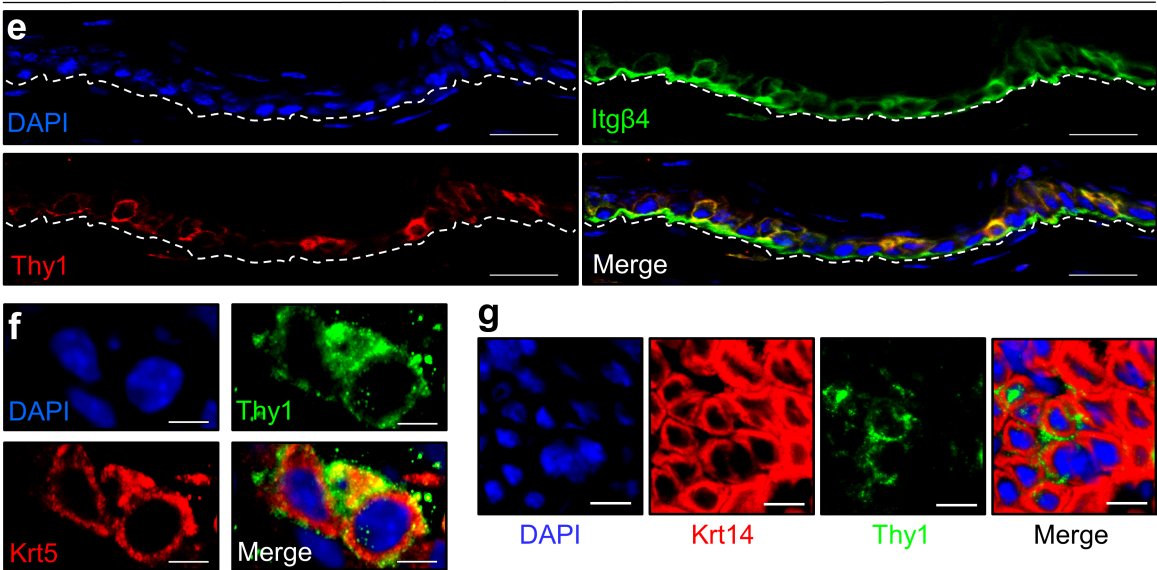

**Supplementary Figure 2. Characterization of Thy1<sup>+</sup> dorsal keratinocytes.**

**Supplementary Figure 2. Characterization of Thy1<sup>+</sup> dorsal keratinocytes.** (a)

FACS strategy for isolating cells used for bulk RNA-seq analyses from WT (C57BL/6J) mice [ $n = 5$  pooled mice]. DETC = dendritic epidermal T cell; HFSC = hair follicle stem cell. (b-d) Volcano plots depicting differentially expressed genes between (b)  $\alpha 6^+ \text{Sca1}^+ \text{Thy1}^-$  vs.  $\alpha 6^+ \text{Sca1}^+ \text{Thy1}^{\text{hi}}$ , (c)  $\alpha 6^+ \text{Sca1}^+ \text{Thy1}^{\text{hi}}$  vs.  $\alpha 6^+ \text{Sca1}^{\text{low}} \text{Thy1}^+$ , and (d)  $\alpha 6^+ \text{Sca1}^+ \text{Thy1}^{\text{hi}}$  vs.  $\alpha 6^+ \text{Sca1}^- \text{CD34}^+$  populations [ $n = 5$  pooled mice]. 

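At the thresholds drawn in the plots, an unadjusted p under 1e-05 and an absolute log2 fold change over 1, limma gave 14 genes between Thy1 hi and Thy1- cells (6 higher and 8 lower in Thy1 hi), 1742 between Thy1 hi cells and DETCs (406 and 1336) and 372 between Thy1 hi cells and HFSCs (149 and 223). With the replicate number as a block, the first comparison gave 86 (31 and 55). At an adjusted p under 0.05, 6289 genes were called against DETCs (2864 higher) and 2300 against HFSCs (1120 higher). Of the genes whose labels could be read, all 18, 13 and 17 changed in the direction drawn, 14, 13 and 17 had an adjusted p under 0.05, and 7, 13 and 16 passed the thresholds. Among the fits without a block, DESeq2 moved the numbers most, to 59, 2616 and 790.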

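Against DETCs, the largest rises among called genes with no overlap were 3.70 for *BC100530*, 3.64 for *Akr1b8*, 3.54 for *Mmp3*, 3.404 for *Depdc7* and 3.396 for *Anxa3*. The largest falls were at least 75.7-fold for *Cd160*, with at most 2 reads in any Thy1 hi library, and −7.35 for *Gm38355*, −7.34 for *Wscd1*, −7.12 for *Il2rb* and −7.12 for *Tcrg-C1*. Against HFSCs, *Crispld2* (4.08), *Ch25h* (4.07), *Adam8* (3.72), *Thy1* and *Procr* (3.61) rose most, and *Angptl7* (−6.05), *Grem1* (−5.65), *Il31ra* (−5.59), *Ctgf* (−5.37) and *Col8a2* (−5.23) fell most. Among the labelled genes, *Cd247* fell by 6.78 against DETCs (adjusted p 9.37e-12).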

Statistical testing was performed using the Fischer's Exact test. (e-g) Co-immunostaining of (e) Integrin- $\beta 4$  (Itg $\beta 4$ ) and Thy1, (f) Krt5 and Thy1, and (g) Krt14 and Thy1 in adult telogenic WT dorsal skins [ $n = 3$  mice]. 

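Fisher's exact test compares the reads of a gene in 2 pooled groups and ignores the spread between replicate libraries, so it was not used here. The limma fit takes its error from that spread.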

Dashed white lines demarcate epidermis/dermis border. Scale bars: 50  $\mu\text{m}$  (e), 10  $\mu\text{m}$  (g), 5  $\mu\text{m}$  (f).

Adult (P56) WT (C57BL/6J)

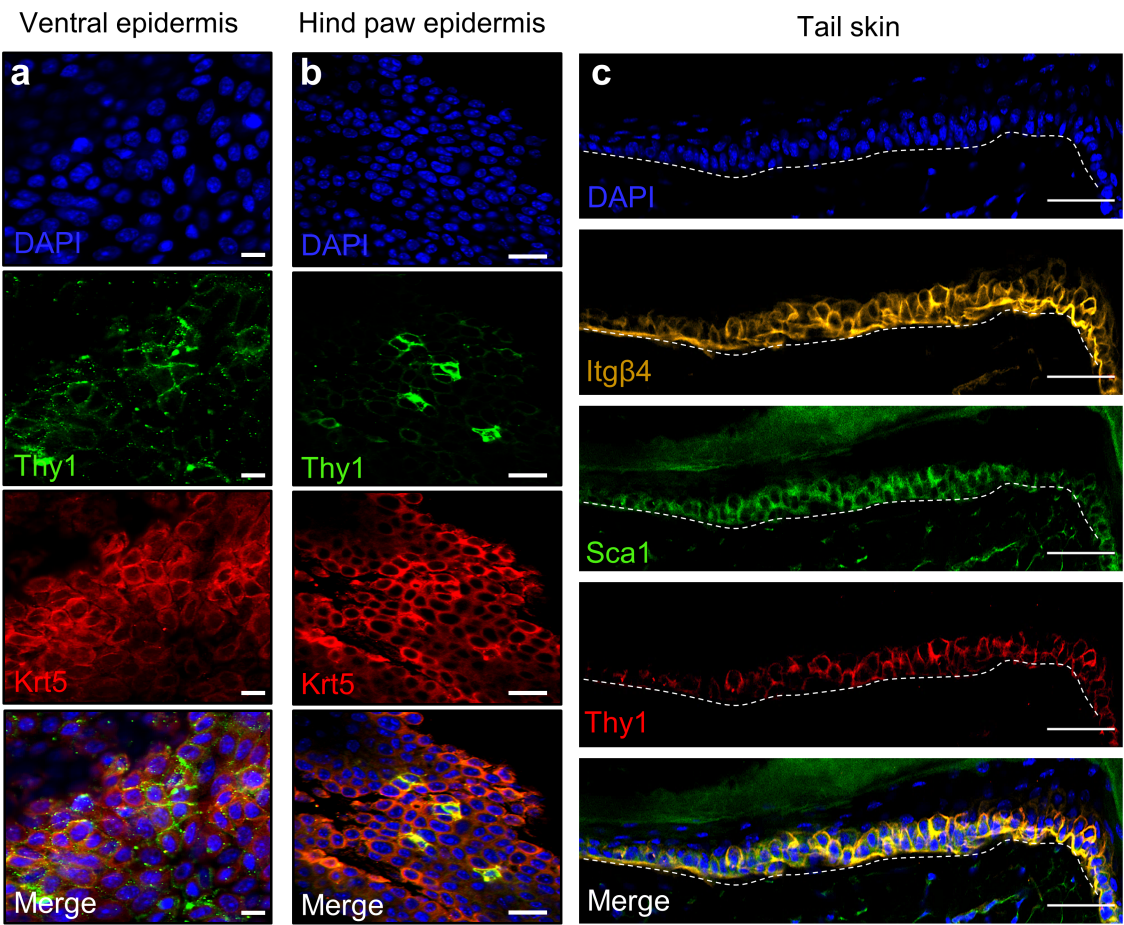

**Supplementary Figure 3. Detection of Thy1<sup>+</sup> keratinocytes in the adult ventral, hind paw and tail skins.**

**Supplementary Figure 3. Detection of Thy1<sup>+</sup> keratinocytes in the adult ventral, hind paw and tail skins.** (a, b) Representative immunostaining against Thy1 and Krt5 in whole mounts of (a) ventral epidermis and (b) hind paw epidermis of adult (P56) WT (C57BL/6J) mice [ $n = 3$  mice]. (c) Immunostaining against Thy1, Itg $\beta$ 4 and Sca1 in WT adult (P56) tail skin [ $n = 3$  mice]. Dashed white lines demarcate epidermis/dermis boundary. Scale bars: 50  $\mu$ m (c), 20  $\mu$ m (b), 10  $\mu$ m (a).

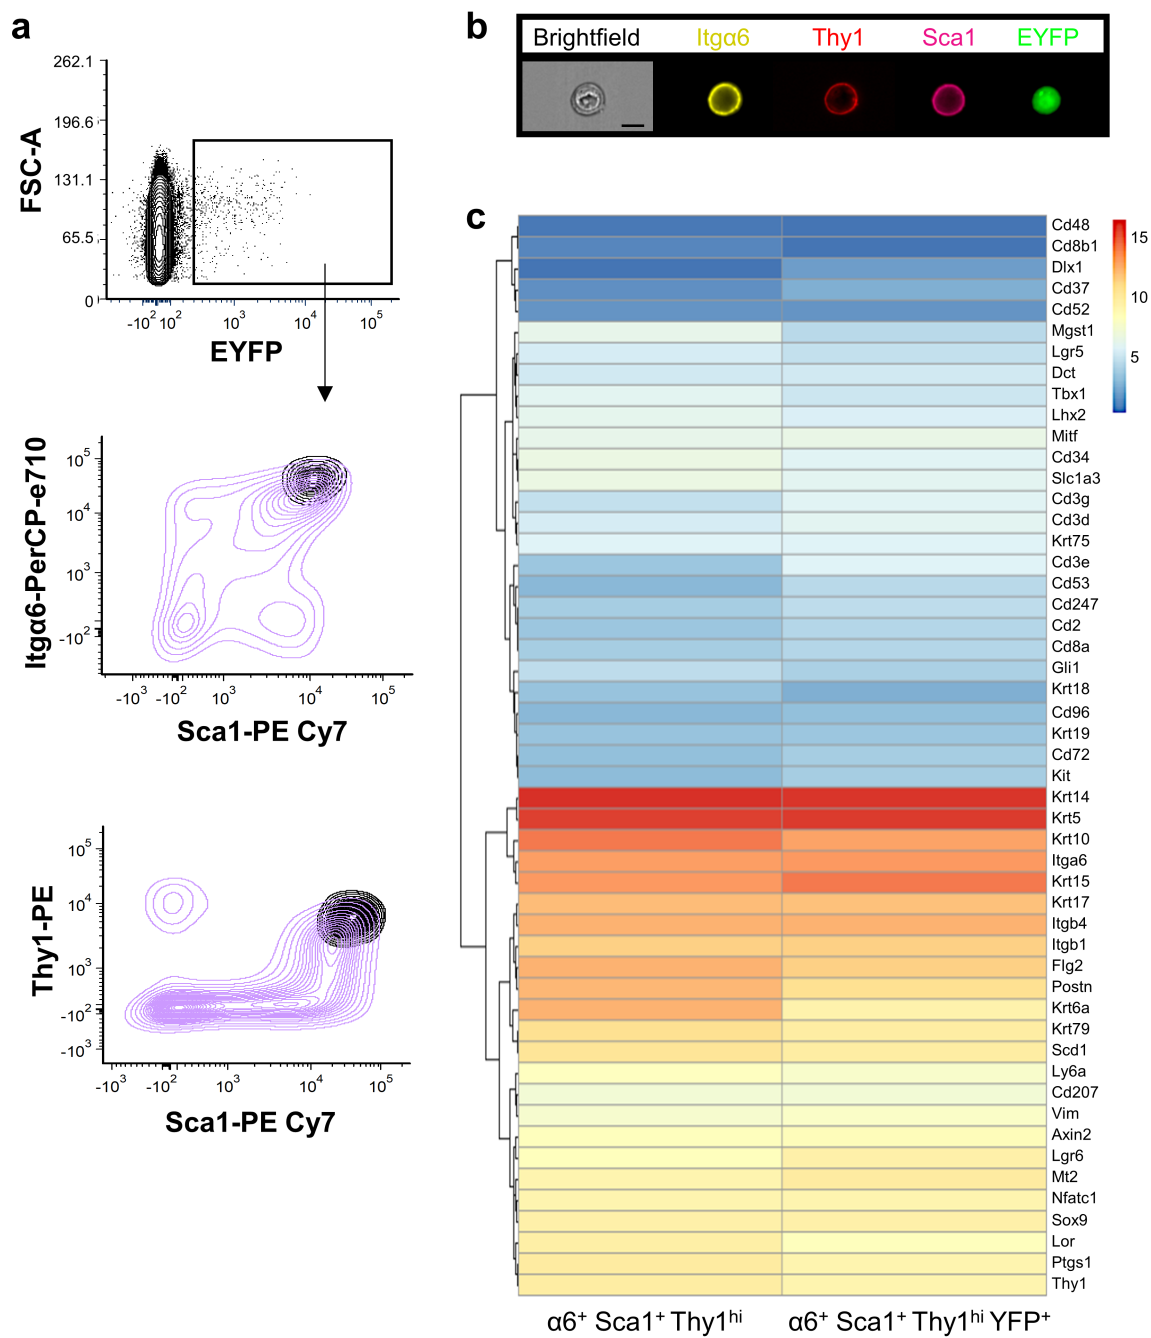

**Supplementary Figure 4. Analysis of recombined dorsal epidermal Thy1<sup>+</sup> cells.**

**Supplementary Figure 4. Analysis of recombined dorsal epidermal Thy1<sup>+</sup> cells.** (a) Flow cytometry of *Thy1-Cre<sup>ERT2</sup>;R26<sup>EYFP</sup>* dorsal keratinocytes at 1 day post induction gated for EYFP expression from total cells. Gated EYFP<sup>+</sup> cells are plotted on Itga6, Sca1 and Thy1 expression [*n* = 5 pooled mice]. (b) ImageStream images of sorted α6<sup>+</sup>Sca1<sup>+</sup>Thy1<sup>hi</sup> cell showing EYFP expression [*n* = 10,000 cells]. (c) Heatmap of absolute gene expression (RPKM values) based on RNA-seq data comparing sorted populations of (I) α6<sup>+</sup>Sca1<sup>+</sup>Thy1<sup>hi</sup> [*n* = 4 mice], and (II) α6<sup>+</sup>Sca1<sup>+</sup>Thy1<sup>hi</sup>EYFP<sup>+</sup> cells [*n* = 3 mice].

Adult (P56) *Thy1-Cre<sup>ERT2</sup>;R26<sup>EYFP</sup>* (uninduced)

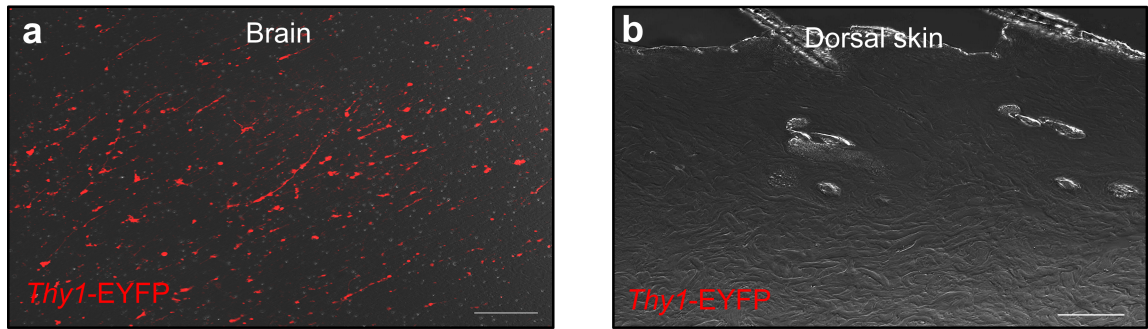

Adult telogenic *Thy1-Cre<sup>ERT2</sup>;R26<sup>Confetti/EYFP</sup>* dorsal skin wholemounts

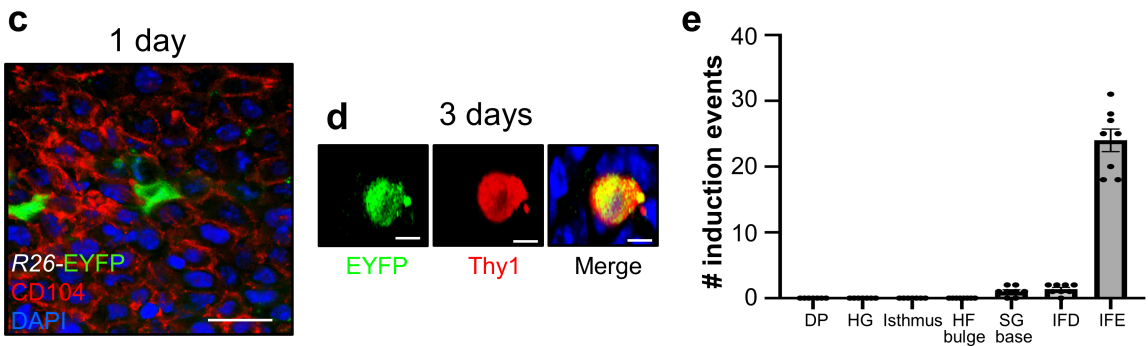

Adult *Thy1-Cre<sup>ERT2</sup>;R26<sup>Confetti</sup>* dorsal skin wholemounts; 365 days

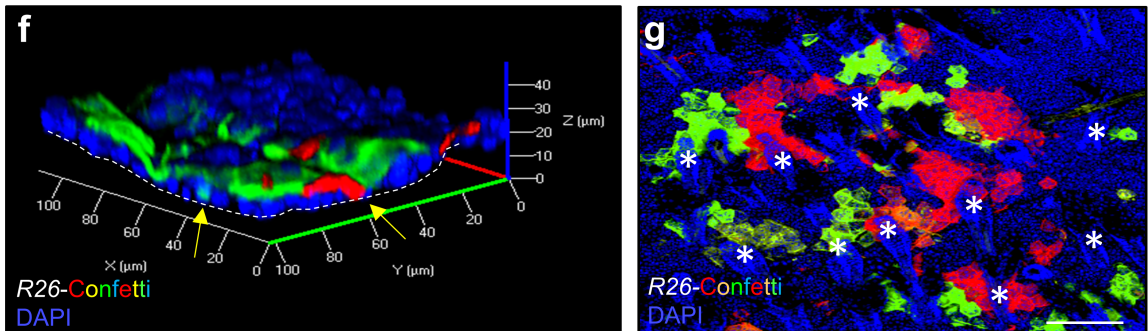

**Supplementary Figure 5. Lineage tracing of basal epidermal *Thy1*<sup>+</sup> cells.**

**Supplementary Figure 5. Lineage tracing of basal epidermal Thy1<sup>+</sup> cells.**

(a) Constitutive EYFP expression is detectable in neurons within uninduced *Thy1-Cre<sup>ERT2</sup>;R26<sup>EYFP</sup>* adult (P56) mouse brain [*n* = 3 mice]. (b) Constitutive Thy1<sup>+</sup> cell labelling is undetectable in uninduced adult (P56) dorsal skin sections [*n* = 3 mice]. (c) Maximum projection image of *Thy1-Cre<sup>ERT2</sup>;R26<sup>EYFP</sup>* dorsal skin at 1 day post induction [*n* = 3 mice]. (d) Immunostaining of Thy1 in *Thy1-Cre<sup>ERT2</sup>;R26<sup>EYFP</sup>* dorsal skins at 3 days post induction [*n* = 5 mice]. (e) Mean number of events of label initiation per area at 3 days post induction, including dermal papilla (DP), hair germ (HG), isthmus, hair follicle (HF) bulge, sebaceous gland (SG) base, infundibulum (IFD) and interfollicular epidermis (IFE) [*n* = 5 mice]. Error bars show  $\pm$ S.E.M. (f, g) Confocal images of Thy1 lineage traced dorsal skin at 365 days post induction displaying basal attachment after 1 year (e) and unlabelled intact hair follicles (f) in the IFE [*n* = 4 mice per time point]. Yellow arrows in panel d indicate labelled basal cells. Asterisks in panel e denote HFs. Scale bars: 100  $\mu$ m (g), 50  $\mu$ m (a, b), 10  $\mu$ m (c), 5  $\mu$ m (d).

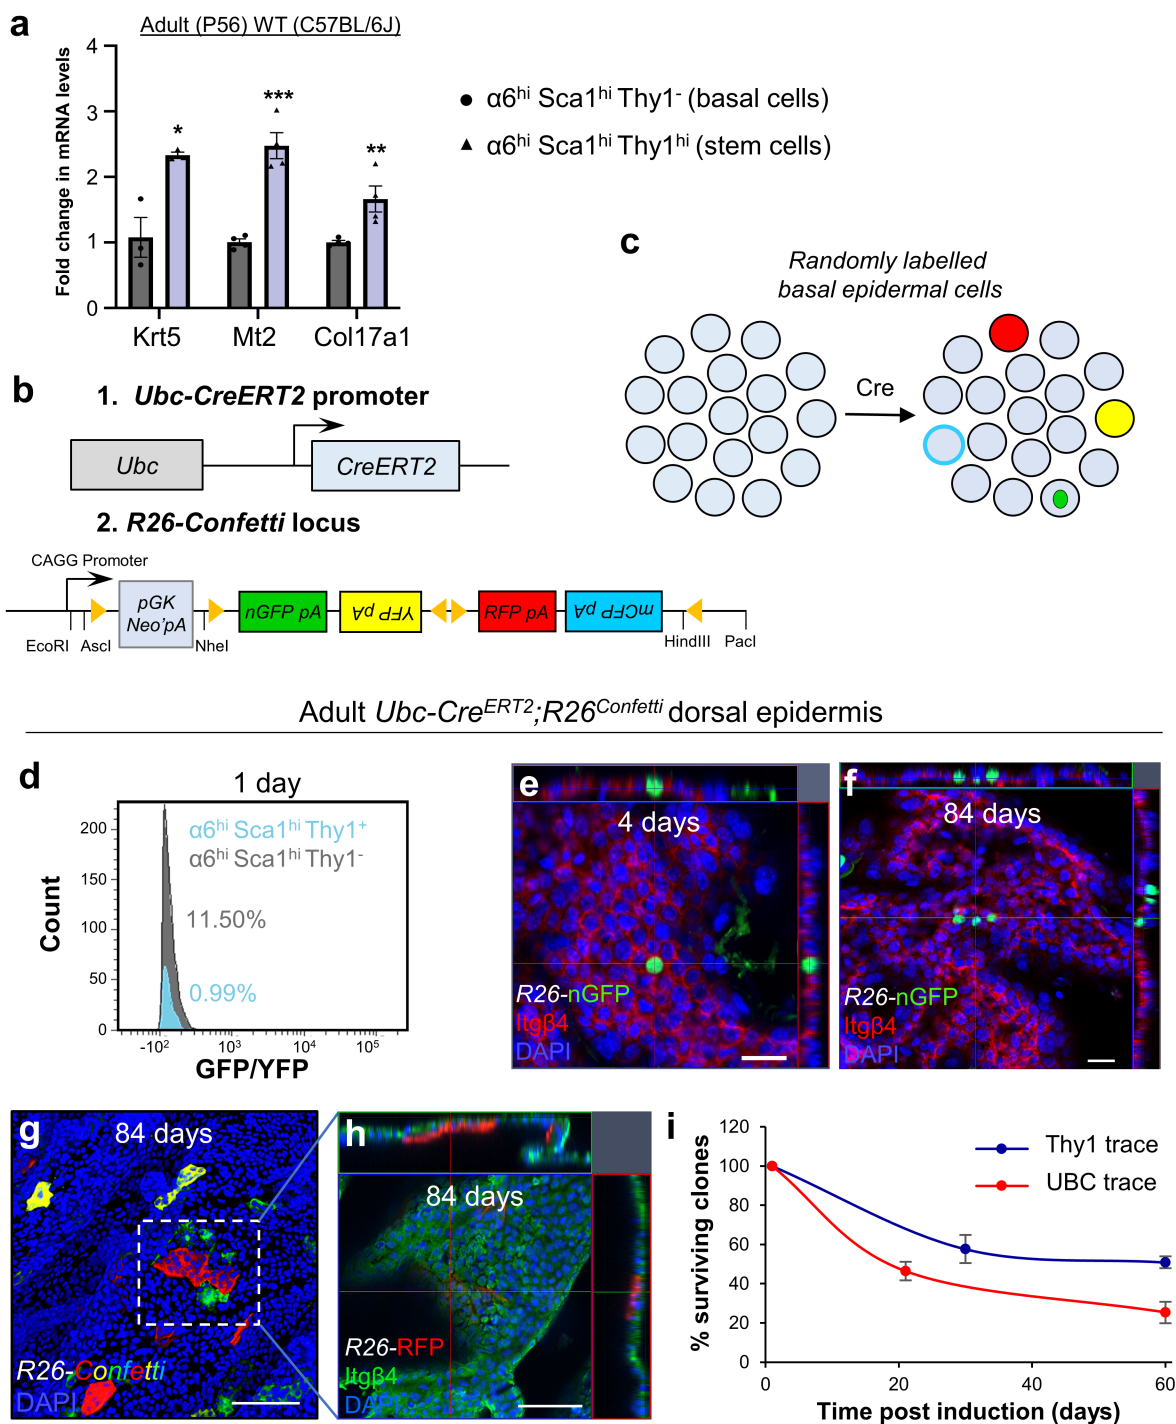

**Supplementary Figure 6. Lineage tracing of *Ubc-Cre<sup>ERT2</sup>*; *R26<sup>Confetti</sup>* dorsal skins.**

**Supplementary Figure 6. Lineage tracing of *Ubc-Cre<sup>ERT2</sup>;R26<sup>Confetti</sup>* dorsal skins.** (a) Real time (RT)-PCR analysis for relative *Krt5*, *Mt2* and *Col17a1* transcript levels in sorted populations of  $\alpha6^{\text{hi}}\text{Sca1}^{\text{hi}}\text{Thy1}^+$  stem cells (SCs) vs.  $\alpha6^{\text{hi}}\text{Sca1}^{\text{hi}}\text{Thy1}^-$  basal cells (BCs) [ $n = 4$  mice analyzed in triplicates]. Gene expression is normalized to Rplp0. *Krt5*:  $*P=0.03$ , *Mt2*:  $***P<0.001$ , *Col17a1*:  $**P=0.0062$ . (b) Genetic strategy used to induce multicolor Confetti expression in *Ubc*-expressing cells. (c) Schematic for random labelling of basal cells following low dose of tamoxifen. (d) Flow cytometry of *Ubc-Cre<sup>ERT2</sup>;R26<sup>Confetti</sup>* dorsal epidermal cells at 1 day post induction. Flow plots show  $\alpha6^{\text{hi}}\text{Sca1}^{\text{hi}}\text{Thy1}^-$  and  $\alpha6^{\text{hi}}\text{Sca1}^{\text{hi}}\text{Thy1}^+$  populations positive for GFP/YFP [ $n = 4$  pooled mice]. (e, f) Confocal z-stack images of dorsal skins from *Ubc* lineage tracing mice harvested at (d) 1 and (e) 84 days post induction [ $n = 3$  mice]. (g, h) Representative images of *Ubc* lineage traced dorsal skins at 84 days post induction displaying (h) epidermal clones that lack basal attachment [ $n = 3$  mice]. (i) Percentages of surviving clones (clones that retain at least one basal cell) in *Thy1-Cre<sup>ERT2</sup>;R26<sup>Confetti</sup>* and *Ubc-Cre<sup>ERT2</sup>;R26<sup>Confetti</sup>* dorsal skins at different time points following tamoxifen application [ $n = 3$  mice per time point]. All error bars show  $\pm$ S.E.M. Scale bars: 50  $\mu\text{m}$  (g, h), 20  $\mu\text{m}$  (e, f).

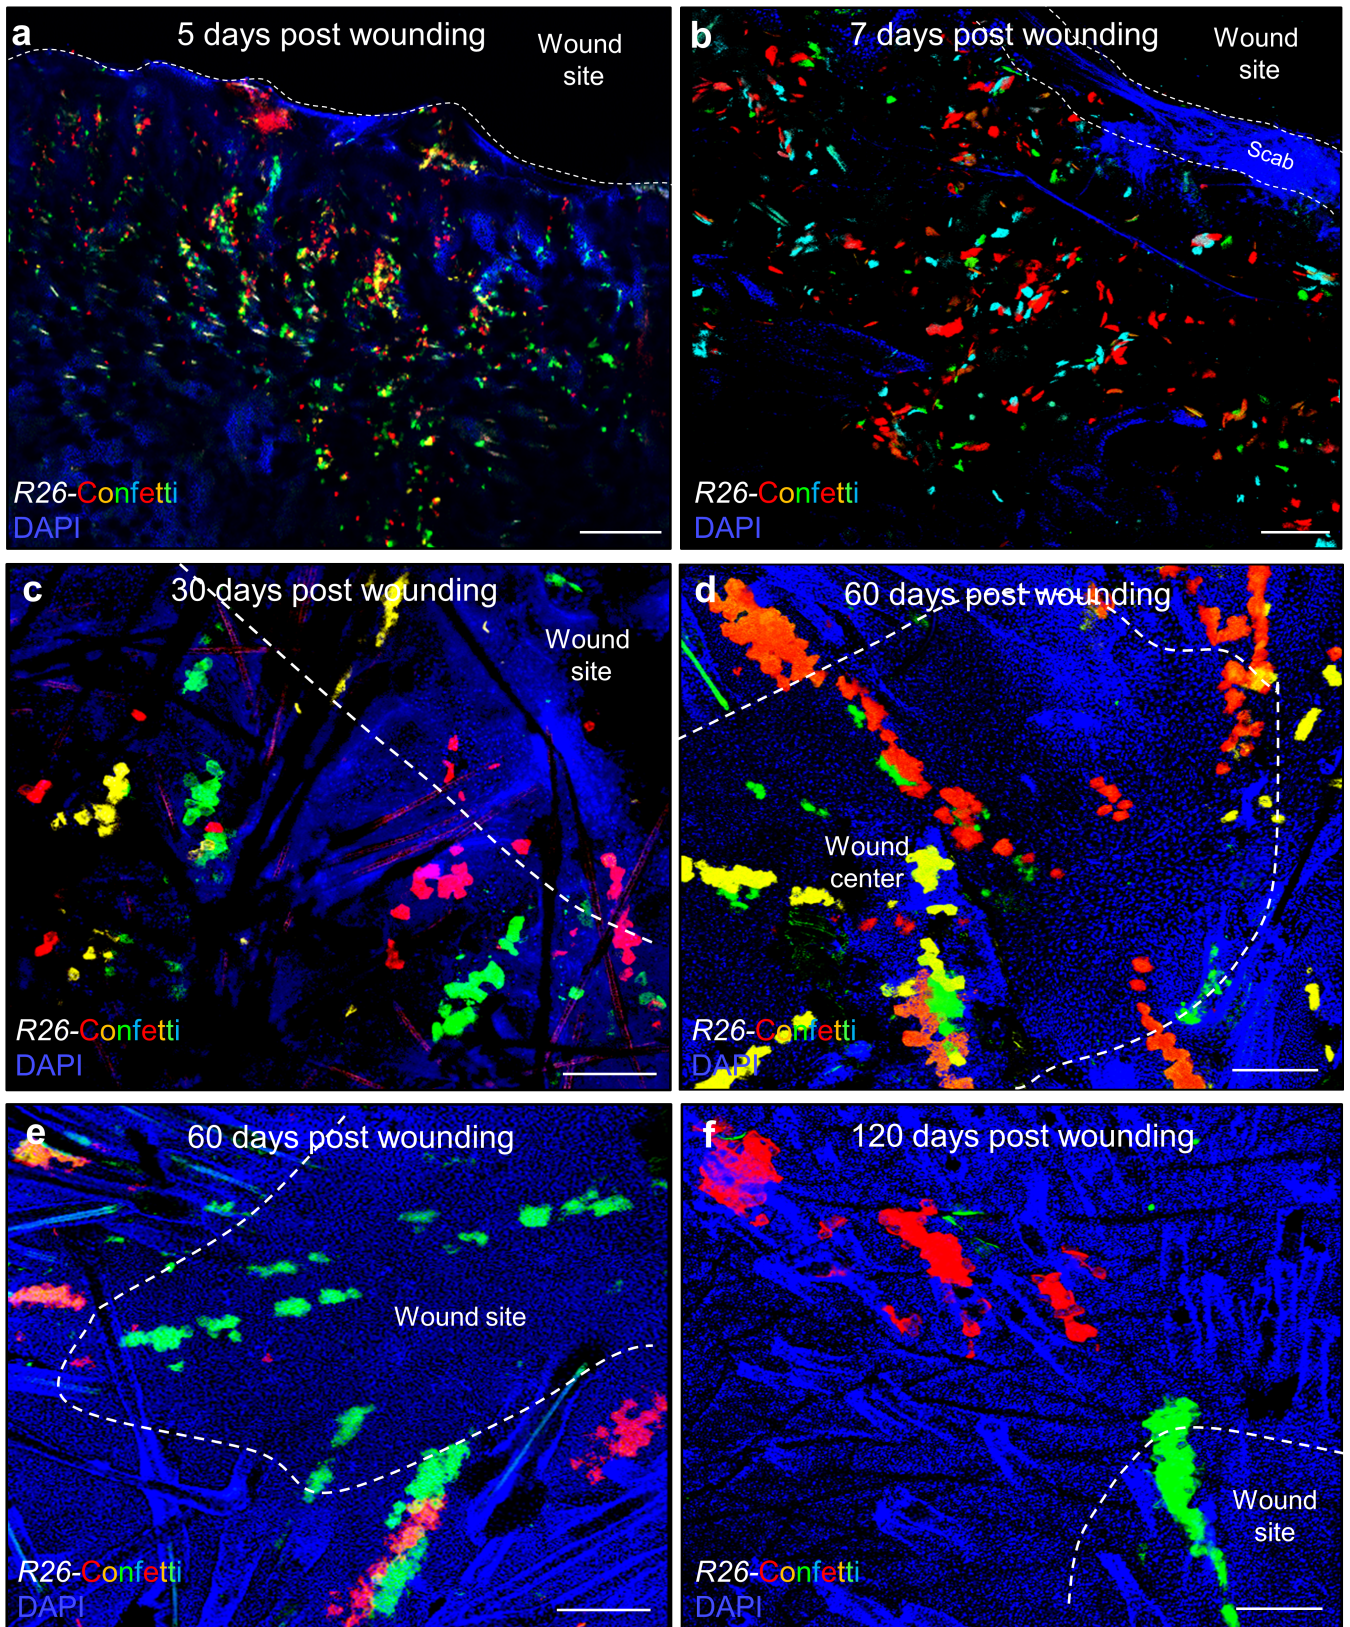

**Supplementary Figure 7. Lineage tracing in the *Thy1-Cre<sup>ERT2</sup>;R26<sup>Confetti</sup>* mouse during wound repair.**

**Supplementary Figure 7. Lineage tracing in the *Thy1-Cre<sup>ERT2</sup>;R26<sup>Confetti</sup>* mouse during wound repair.** (a-f) Representative images of lineage tracing in dorsal skins of *Thy1-Cre<sup>ERT2</sup>;R26<sup>Confetti</sup>* mice at increasing time points post wounding [ $n = 3$  mice per time point]. Dashed white lines indicate wound site. Scale bars: 200  $\mu\text{m}$  (a-f).

Adult *Thy1-Cre<sup>ERT2</sup>;R26<sup>Confetti</sup>* dorsal wound; 7 days post wounding

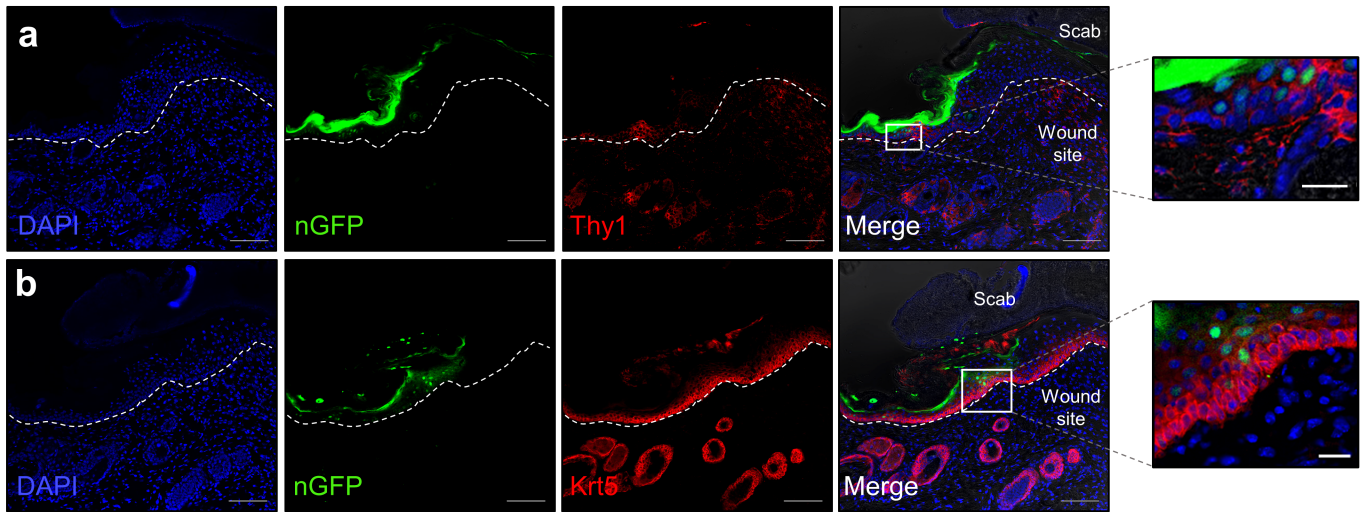

**c** Adult WT (C57BL/6J) dorsal skin; 30 days post wounding (neo-epidermis)

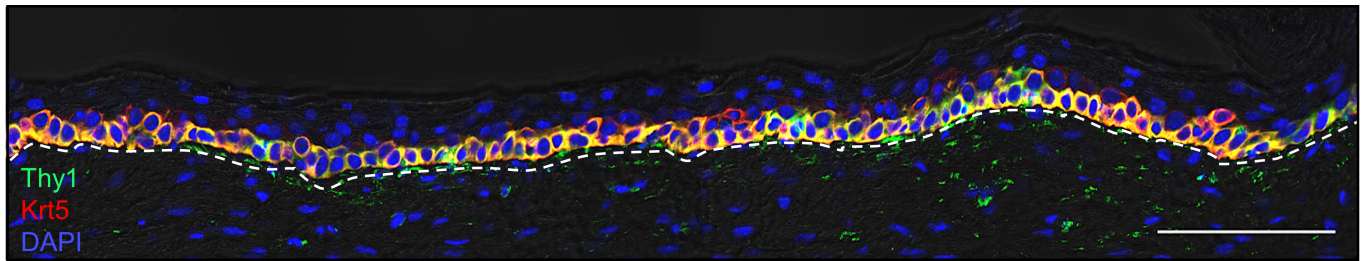

**Supplementary Figure 8. Dorsal *Thy1*<sup>+</sup> keratinocytes give rise to keratinocytes during wound repair.**

**Supplementary Figure 8. Dorsal Thy1<sup>+</sup> keratinocytes give rise to keratinocytes during wound repair.** (a) Representative immunostaining against Thy1 in Thy1 lineage tracing mice at 7 days post wounding [ $n = 3$  mice]. Inset shows zoom-in of nGFP<sup>+</sup>Thy1<sup>+</sup> cells (white arrowheads) adjacent to the wound site. (b) Immunofluorescence against Krt5 in Thy1-traced mice at day 7 post wounding [ $n = 3$  mice]. Inset shows zoom-in of labelled nGFP<sup>+</sup>Krt5<sup>+</sup> cells. (c) Immunostaining against Krt5 and Thy1 in the healed neo-epidermis at 30 days post wounding [ $n = 3$  mice]. Dashed white lines demarcate epidermis/dermis boundary. Scale bars: 100  $\mu\text{m}$  (a, b), 50  $\mu\text{m}$  (c), 20  $\mu\text{m}$  (a inset, b inset).

Adult telogenic dorsal epidermis; 8 days post ablation

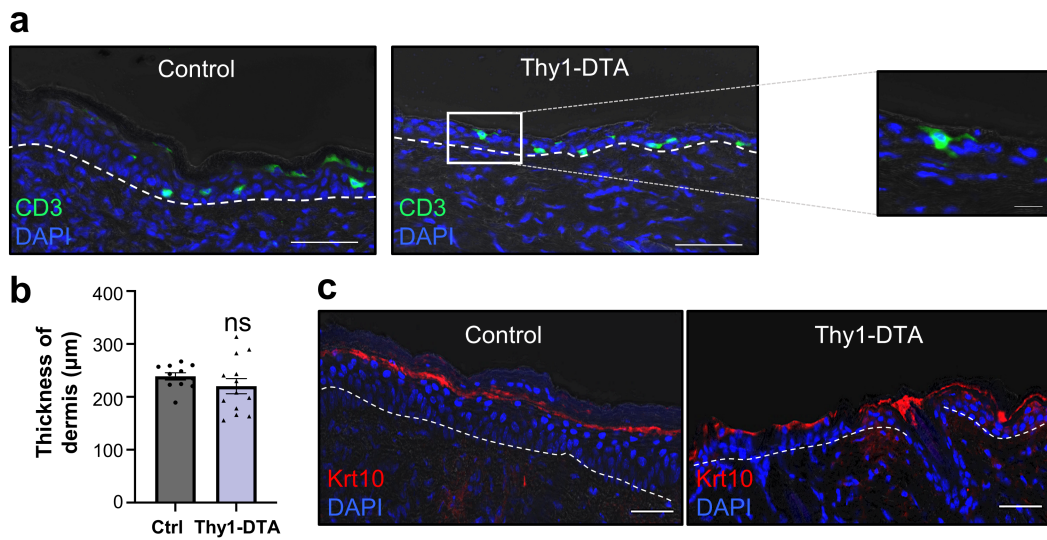

**Supplementary Figure 9. Ablation of Thy1<sup>+</sup> cells does not affect epidermal T cells or the dermis.**

**Supplementary Figure 9. Ablation of Thy1<sup>+</sup> cells does not affect epidermal T cells or the dermis.** (a) Representative immunostaining against CD3 in littermate *Thy1-Cre<sup>ERT2</sup>;R26-DTA<sup>+/+</sup>* (control) and *Thy1-Cre<sup>ERT2</sup>;R26-DTA<sup>+/-</sup>* (Thy1-DTA) dorsal skins [*n* = 3 mice per group]. Insets show zoom-in on homeostatic dendritic CD3<sup>+</sup> T cell after ablation. (b) Quantification for thickness of the dermis in control and Thy1-DTA mice after 8 days induction [*n* = 3 mice per group]. Error bars show  $\pm$ S.E.M, where ns (no significance) is *P*=0.097 (two-tailed unpaired Student's t-test). (c) Representative immunostaining against Krt10 in dorsal epidermis of control and Thy1-DTA mice [*n* = 3 mice per group]. Dashed white lines demarcate epidermis/dermis boundary. Scale bars: 50  $\mu$ m (a, c), 10  $\mu$ m (a inset).

# Supplementary material for: Thy1 marks a distinct population of slow-cycling stem cells in the mouse epidermis
**Source:** Nat Commun. 2022 Aug 8;13:4628. doi: 10.1038/s41467-022-31629-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection ZEN v3.0 (Carl Zeiss), BD FACSDiva v9.0 software, Microsoft Office v16.58

Data analysis ZEN 3.0 (Carl Zeiss), IDEAS v6.0, FCS Express v7, Image J v1.44, Image Studio v5.2, Microsoft Office v16.58, GraphPad Prism v9.2, STAR aligner (<https://github.com/alexdobin/STAR>), featureCounts (<https://doi.org/10.1093/bioinformatics/btt656>), DeSeq2 v1.26.0, ggplots2 v3.3.5, Pheatmap v1.0.12, EnhancedVolcano v1.4.0, Seurat v3.2.2, GSeq 1.38.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. All other related data are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No predetermined sample-size calculations were performed. For experiments utilizing mice, a sample size of at least 3 mice (per genotype or treatment) was selected to be consistent with standard practices in biological mouse studies. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                  |
| Replication     | All experimental findings are representative of at least three independent biological repeats. To ensure reproducibility, all experiments were repeated at least twice and deemed valid if both rendered similar results.                 |
| Randomization   | In vitro samples were randomly allocated to different groups/treatments. All mice used for in vivo experiments were sex and age matched.                                                                                                  |
| Blinding        | Investigators were not blinded during data collection and analysis.                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Conjugated antibodies: rat anti-mouse/human Integrin- $\alpha$ 6/CD49f-PerCP-710 (eBioscience, #46-0495-82, 1:100), rat anti-mouse Sca1-PE Cy7 (BD Pharmingen, #558162, 1:100), rat anti-mouse CD90.2-PE (BD Pharmingen, #553005, 1:100), rat anti-mouse CD34-FITC (eBioscience, #11-0341-82, 1:100), CD45-APC (Biolegend, #103112, 1:100), CD3-FITC (Biolegend, #100204, 1:100) and $\gamma\delta$ -TCR-FITC (Biolegend, #118105, 1:100).<br>Primary antibodies: Ki67 (rat, 1:100, eBioscience: Cat. #14-5698-82, Lot # 2196796), CD90.2 (rat, 1:100, BD Bioscience: Cat. #553000, Lot #7086603), CD104 (rat, 1:100, BD Pharmingen: Cat #553745, Lot #8141649), Mcm2 (rabbit, 1:500, Lot #GR3292032-3), Keratin-10 (mouse, 1:100, Abcam: Cat. #Ab9026, Lot #GR306213-22), Keratin-14 (mouse, 1:100, Abcam: Cat. #Ab7800, Lot #GR3204737-4) and Col17a1 (rabbit, 1:100, Abcam: Cat. #184996; Lot #GR3306426-1).<br>Secondary antibodies: Alexa Fluors-488, -546 or -633 (all 1:250). |
| Validation      | For all commercial antibodies, we relied on validation statements by manufacturers. All antibody sources and dilutions are provided. Where possible, staining was validated through control tissues (e.g., Thy1 ab on Thy1-deleted tissues).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C57BL/6J, B6.Cg-Foxn1nu/J, B6;SJL-Tg(Thy1-cre/ERT2,-EYFP)VGfng/J, B6.Cg-Ndor1 Tg(UBC-cre/ERT2)1Ejb /2J and Rosa26-EYFP/Confetti mice were purchased from Jackson Laboratory (USA). Gt(ROSA)26Sortm1(DTA)Lky mice were received via donation. All experiments comprised randomly assigned eight-week-old male and female mice (across all strains), which were housed under specific pathogen-free conditions. |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve field samples.

Ethics oversight

Approval was granted by the Pre-Clinical Research Authority (PCRA) of the Technion-Israel Institute of Technology.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Dorsal skins from eight-week-old mouse were shaved and harvested. Underlying adipose tissue was removed before incubation in trypsin/EDTA overnight at 4°C or 1-2 hours at 37°C. Epidermis and hairs were collected and filtered before staining and sorting.

Instrument

BD FACS ArianIIIu

Software

BD FACSDiva™ Software

Cell population abundance

Cells were sorted by setting a predefined purity mask (16/32). Purity was examined by fluorescence microscopy post sorting (>95%).

Gating strategy

Unstained cell samples were used to set PMT voltages and gating of FSC-A/SSC-A. Dead cells and debris were gated out according to DAPI, FSC and SSC properties. Live singlets were gated using FSC-W vs. FSC-H/DAPI. Histograms and contour plots were used to validate low, medium and high fluorescence levels.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

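The signal is the one the authors deposited: normalized counts per gene, in a table of 53380 Ensembl genes and 20 libraries, rounded to 2 decimals. The authors aligned reads to mm10 with STAR, counted them with featureCounts against Ensembl genes and normalized them with DESeq2. Each column is whole reads divided by 1 size factor (0.729 to 1.43), and whole reads were recovered for 100% of the values of every library. Reads and alignments were not processed again. Size factors recomputed from the recovered reads differed from the deposited ones by at most 0.0388% once the order of 1 column was put back, and by up to 0.623% as deposited.

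That column is replicate 4 of the Thy1- cells. The table is sorted by gene name as written, while the values of this column follow the order of names with hyphens ignored, which places 3212 genes elsewhere. The column was put back because its correlation with the other Thy1- libraries at the moved genes rose from 0.0354 to 0.936. The other libraries had 0.880 to 0.982 as deposited and 0.0636 to 0.141 in the other order. Of the genes tested, 7.37% lie among the moved genes, and 36 share a name with another gene, so their place is uncertain. The deposited order was kept as an alternative.

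Genes with a value of at least 10 in at least 3 libraries were tested (17204). Differences were fitted with limma (lmFit and eBayes with a trend) on log2(value + 1), all 20 libraries in 1 fit with 1 mean per population and no covariate. All tests are two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with 0.05 as the threshold. Gene lists were tested with fry from limma and adjusted over 14 list tests. Where a claim rests on a gene, an exact permutation test of mean log2 values was added. Principal components were taken of centred log2 values without scaling. An adjusted p beside a single gene is from limma unless another tool is named.

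The genes given by name are those the paper names in its text, Fig. 2a, Supplementary Fig. 4c or as a legible label of Supplementary Fig. 2b-d where they bear on the claim, the members of the gene lists, and genes drawn per comparison from the 5 called genes with the largest rise and the 5 with the largest fall whose libraries do not overlap. Where a population had at most 3 reads of a gene in every library, the change is given as at least so many fold. The rank of such a gene is that of its fitted value and is uncertain.

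Choices were tested against alternatives fixed before the data were examined: pseudocounts of 0.1 and 10, no filter, a mean of at least 50, rescaling to the same total, quantile normalization, edgeR and DESeq2 on whole reads, only 2 populations in the fit, a replicate block over all populations, each library left out in turn, camera for lists, and other forms of the components and of the heatmap count. A term for library type was to be used only if the share of non-polyadenylated transcripts fell into 2 kinds. It ran continuously from 0.396% to 1.23%, so the term was not run. The replicate block over all populations leaves out DETC a and b, which carry no replicate number. Alternatives chosen after the data were seen are the deposited row order, a covariate from 4 Y-linked genes, a replicate block with only Thy1hi and Thy1- cells, camera with an estimated correlation, components without each library, and components of the log2 of population means.

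The pairing of libraries was checked by correlating their deviations from the population means. The 4 pairs of Thy1hi and Thy1- libraries with the same replicate number had r from 0.293 to 0.716, and the 12 other combinations from -0.652 to 0.514. Populations that share only a number did not pair in any other tested comparison. The block therefore bears on Thy1hi against Thy1- cells, and its 2-population form is given where it changes a call, apart from lists given only by their medians.

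On simulated libraries with known changes, limma called 13 of 66 genes changed 2-fold, 67 of 78 changed 4-fold, 56 of 56 changed 8-fold and 10 of 16581 unchanged genes. DESeq2 called 30, 73, 56 and 26. The changed genes were drawn from tested genes with a mean of at least 50, and the simulated libraries had no pairing by replicate number. Calls at lower values or in paired libraries may differ. A column displaced on purpose was put back exactly. Tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

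Every library column of the table was used. Single-cell data, RT-PCR, staining, flow cytometry, cultures, lineage tracing and wounds were not analysed here, and gene ontology was not repeated.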

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

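The 14 tests of list medians over other splits of the same libraries were written before the result was seen. All other tests of explanations in this part, among them the splits for numbers of genes, were chosen only after the result was seen.

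In Thy1- replicate 4, values at the 3212 genes whose place depends on hyphens were unlike those of the other Thy1- libraries, with r 0.0354. A poor library or other cells are argued against by r 0.928 at the genes that did not move. With the order put back r was 0.936 and the recomputed size factors came within 0.0388% of the authors', which suggests that the order was lost after they normalized the counts. Where it was lost stays open, as does the place of 36 tested genes that share a name. Under the deposited order 45 genes were called between Thy1hi and Thy1- cells in place of 58.

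Replicates 1 and 2 of Thy1hi and Thy1- cells differed from replicates 3 and 4 at 527 genes, 520 of them higher in replicates 1 and 2. Sex of the pooled mice is argued against, since a sex term left 762. Reads from DNA or unspliced transcripts would raise genes that skin should not express, and 67 of 283 tested olfactory and vomeronasal receptor genes were called. Their share of reads in replicates 1 and 2 were at least 3.59 times those in replicate 4, which is consistent with such reads. Replicate 3 lay at 950.2 and 1286 reads per 1000000, with 1076 to 2225 in replicates 1 and 2 and 241.9 to 300.2 in replicate 4. The labels name no date or batch, so a batch stays open, and no biological explanation was tested.

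Because of this split by replicate number, 2 of 35 splits of the 8 libraries gave as many genes as the split into Thy1hi and Thy1- cells (58, the other being that split) and 2 of 35 gave as many past the volcano thresholds (14, that split 22). These counts may therefore arise from grouping alone in the unblocked fit. Of the 8 splits that part every same-numbered pair, the real one gave 58 without and 1137 with a replicate block, and each of the other 7 gave 0 and 0. The 5 other numbers of genes were matched by no other split, with 1 of 100 against DETCs, 1 of 35 against HFSCs, 1 of 35 between Thy1- cells and HFSCs, and 1 of 35 for YFP+ cells against either population. The volcano numbers against DETCs (1 of 100) and HFSCs (1 of 35) likewise had no match.

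For gene lists, the splits with a median as large were 1 of 100 for T cell and basal markers against DETCs, and 1 of 35 for HFSC markers in either comparison, for basal markers, keratins and proliferation genes against Thy1- cells and for proliferation genes against HFSCs. They were 18 of 35 for T cell markers and 3 of 35 for collagens and laminins against Thy1- cells, 2 of 35 for the cornified envelope and 2 of 35 for fibroblast genes, and 5 of 35 for T cell markers and 32 of 35 for basal markers in YFP+ cells. The medians of these last 6 could come from a chance split, as far as these splits go, which take no account of the pairing by replicate number. Over the 8 splits that part every same-numbered pair, a median as large came in 1 of 8 for collagens and laminins, the cornified envelope and fibroblast genes, and in 6 of 8 for T cell markers against Thy1- cells. With 8 splits, 1 is the smallest number possible, so chance stays open for the former 3. For the YFP+ cells no such splits exist, since their libraries did not pair.

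Keratinocyte transcripts were present in DETC libraries, with DETC means of the basal markers between 15.6% and 44.9% of the highest keratinocyte mean. RNA carried over from keratinocytes is a candidate explanation, since DETC a held a median of 0.24 of the other DETC libraries over 23 keratinocyte and follicle genes and 1.02 over T cell markers. DETC a also had the lowest Itgb4 (406.1, others 1268 to 1564) and Nfatc1 (445.9, others 668.3 to 757.4) and the highest Cd2 (3174, others 1515 to 1581) and Axin2 (3095, others 1572 to 1898). Whether part of the transcripts is made by DETCs stays open, because 2 of the 23 genes were not under 0.5 of the other libraries.

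Thy1 transcript in Thy1hi libraries could have come from DETCs in the sort. The T cell markers argue against this, since their median share of DETC RNA would bring 3.46% of the Thy1 value. The highest share, that of Cd3d, would bring 41.8%. Cd3d was at 64.9 in Thy1hi cells, 73.3 in Thy1- cells and 49.0 in HFSCs, while Thy1 was only 69.1 and 57.5 in the latter. Cd3d is therefore a poor measure of DETC RNA in these libraries, and a smaller part stays possible. In DETCs, Thy1 was lowest in DETC b (1163, others 1969 to 2260), for which no explanation was tested. The sum of the T cell markers was also lowest in DETC b (8925, others 13329 to 15984).

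Fibrillar collagen transcripts in Thy1hi libraries came in the same order of libraries for 4 of 4 fibroblast genes, which is consistent with RNA from fibroblasts. In Thy1hi cells these 4 genes had a median of 2.20 against Thy1- cells, so such RNA stays open for Sparc and Thbs2 there. In YFP+ cells, where the 4 genes had a median of -0.85 against Thy1- cells, it does not explain Sparc (1.88, adjusted p 0.00771) or Thbs2 (1.53, 0.0821, not called). Whether keratinocytes make these transcripts stays open.

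Proliferation genes were higher in Thy1hi than in Thy1- cells. Fewer differentiated cells among Thy1hi cells may account for this, since proliferation genes relative to basal markers differed by -0.042 (exact p 1). Against HFSCs the same measure was 0.67 (exact p 0.0286), so fewer differentiated cells are argued against as the whole cause there. In YFP+ cells proliferation genes were also higher than in Thy1- cells (median 1.11, 30 higher, 0 lower). Differentiated keratinocyte genes had a median of 0.0075 in that comparison (5 higher, 4 lower). In YFP+ libraries 1 and 2 the sums of these genes (66765 and 50782) exceeded every Thy1- library (at most 49228). Their proliferation sums (15132 and 16324) did so too (at most 11598). YFP+ library 3 had a lower sum of differentiated genes (21202) and the most proliferation (24249). Fewer differentiated cells are thus argued against in YFP+ libraries 1 and 2. They stay open for library 3 and for Thy1hi against Thy1- cells. Proliferation relative to basal markers was not computed for YFP+ cells. Cell cycle itself was not measured by the libraries and stays open.

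Stfa1 was higher by 5.66 in YFP+ than in Thy1- cells, a change the paper does not discuss, together with Gsta4 and Krt6a. Whether more differentiated cells are the cause stays open. In differentiated keratinocyte genes 2 of 3 YFP+ libraries exceeded every Thy1- library, the list had a median of 1.19 against Thy1hi cells (9 of 9 higher) and 0.0075 against Thy1- cells (5 higher, 4 lower), and Stfa1 was high (198.2) also in YFP+ replicate 3, which had the lowest sum of the 3 (21202). Tamoxifen, depilation or genotype of the induced mice could not be examined, with 0 libraries of unlabelled keratinocytes from such mice. Neither is excluded.

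Sex of the pooled mice is argued against as a cause of the calls between Thy1hi and Thy1- cells, with 62 genes called under a sex term.

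Of 128 sets of values, 11 had 1 library far from the rest, where 6.4 are expected by chance. Those not given so far are HFSC replicate 4 in the share of reads on Rn45s (13.1%, others 38.3% to 41.5%), on mitochondrial genes (27.4%, others 7.39% to 9.11%) and in Krt14 (9872, others 26882 to 29855), Thy1hi replicate 3 on mitochondrial genes (11.9%, others 6.68% to 7.56%), Thy1hi replicate 1 in Ly6a (260.5, others 185.3 to 195.9) and Thy1- replicate 4 in Axin2 (584.5, others 291.9 to 335.5). HFSC replicate 4 differs in 3 of these, and a difference in RNA handling was not tested.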

How the results depend on the processing

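Alternatives were fixed before the data were examined, apart from the deposited row order, the sex term, the replicate block with only Thy1hi and Thy1- cells, camera with an estimated correlation, components without each library and components of the log2 of population means, which were chosen only after the result was seen. The term for library type was not run, because the share of non-polyadenylated transcripts ran continuously from 0.396% to 1.23%. Unless a construction is named, the cause of a change was not tested.

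For 74 genes and 137 differences, 2753 alternative values were computed, of which 2535 were the same in direction and call, 147 weaker, 39 stronger and 32 reversed. None of the reversed values was past the threshold.

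Genes called between Thy1hi and Thy1- cells (58, of them 34.5% higher) became 34 when libraries were rescaled to the same total (4 higher, 30 lower, 11.8% higher), 95 with only the 2 populations in the fit (49 and 46, 51.6% higher), 210 with DESeq2, 216 with a replicate block over all populations and 1137 with a replicate block of the 2 populations. The same total lowers the median of all genes by construction, here to -0.14. The number past the volcano thresholds (14) became 8, 30 with the block over all populations, 86 with the block of the 2 populations and 59 with DESeq2.

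Against DETCs, DESeq2 gave 2616 past the volcano thresholds in place of 1742, and quantile normalization raised the share higher among called genes from 45.5% to 56.6% (3803 and 2917). Against HFSCs, the replicate block gave 3799 called in place of 2300, and the same total raised the share higher from 48.7% to 61.5% (1204 and 753). The volcano number (372) became 187 with only the 2 populations, 578 with the block and 790 with DESeq2.

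Between Thy1- cells and HFSCs the 1046 called became 640 with only the 2 populations (29.5% higher, 189 and 451), 2701 with the block, 672 with the sex term (31.5% higher) and 2402 with DESeq2. The share higher moved from 42.1% to 71.6% with the same total (896 and 356) and to 52.2% with quantile normalization (740 and 677).

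For YFP+ against Thy1hi cells the 2 called became 25 with a pseudocount of 10, 0 with the same total (1242 at an unadjusted p under 0.05), 6 with quantile normalization, 16 with only the 2 populations, 161 with the block and 102 with DESeq2. Against Thy1- cells the 131 became 69 without a filter, 56 with the same total, 83 with only the 2 populations, 766 with the block and 552 with DESeq2. These populations share only a replicate number with the others, and their libraries did not pair.

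With fry, 9 of 14 list tests held, with camera 11 and with camera with an estimated correlation 6. Camera called collagens and laminins (0.32, adjusted p 0.000197) and the cornified envelope (-1.22, 1.98e-06). With an estimated correlation, calls were lost for T cell markers in YFP+ against Thy1hi cells (-0.73, 0.0656), basal markers against DETCs (2.52, 0.0672) and basal markers against Thy1- cells (0.86, 0.0516).

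Collagens and laminins were also called with a mean of at least 50 (0.67, adjusted p 0.0313), with only the 2 populations (0.32, 0.0216), with the replicate block over all populations (0.32, 0.018) and with that of the 2 populations (0.32, 0.00671), and the cornified envelope with the last (-1.22, 0.0215). T cell markers in YFP+ cells lost the call with quantile normalization (-0.62, 0.116), with only the 2 populations (-0.73, 0.0541) and with DESeq2 (-0.79, 0.0622). Basal markers against Thy1- cells lost it with quantile normalization (0.67, 0.149). Basal markers in YFP+ against Thy1hi cells reversed with the same total (0.0028) and with quantile normalization (0.080). The block changed no other list call.

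The first component over libraries (42.4%) held 25.6% without a filter, 58.1% with a mean of at least 50, 32.7% with genes scaled to unit variance, 86.8% over the 500 genes of largest variance and 94.7% without log. Over population means the first (67.9%) held 56.2% without a filter, 50.3% with unit variance, 94.5% over 500 genes and 88.9% without log, and the second (26.0%) 36.1%, 4.69% and 8.27% with the last 3. Large values dominate without log by construction. Of the 47 heatmap genes, 44 to 47 kept their highest population.

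Single genes reversed as follows. Axin2 against Thy1- cells became 0.014 with edgeR and 0.010 with DESeq2, and against HFSCs 0.060 with the same total and 0.046 with the sex term. Slc1a3 against Thy1- cells became -0.069 and Col17a1 between Thy1- cells and HFSCs 0.0053 with the same total. In YFP+ against Thy1hi cells, Itgb4 became 0.0028 with the same total, Itgb1 0.037 with the same total, 0.11 with quantile normalization, 0.057 with edgeR and 0.050 with DESeq2, and Krt5 0.080 with quantile normalization.

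Leaving out each library in turn gave 13 to 38 called genes against Thy1- cells (fewest without Thy1- replicate 3), 511 to 1965 between Thy1- cells and HFSCs (without Thy1- replicates 1 and 4), 0 to 4 for YFP+ against Thy1hi cells (0 without YFP+ library 1, with 1011 at an unadjusted p under 0.05) and 10 to 312 against Thy1- cells. Volcano numbers were 4 to 12 against Thy1- cells and 244 to 317 against HFSCs. The list medians ranged from -0.041 to 0.69 for T cell markers against Thy1- cells (reversed without Thy1- replicate 2), from -1.06 to -0.47 in YFP+ against Thy1hi cells (4 of 7 calls lost), from 0.78 to 0.97 for basal markers against Thy1- cells (4 of 8 lost) and from -0.23 to 0.20 in YFP+ cells (3 reversed). Against Thy1- cells, keratins ranged from -0.72 to -0.20 and collagens and laminins from 0.16 to 0.57. The cornified envelope ranged from -1.43 to -0.91 and fibroblast genes from 0.84 to 1.56 there.

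Single genes that reversed when a library was left out were Krt15 (-0.023 to 0.56), Axin2 (-0.26 to 0.21) and Slc1a3 (-0.048 to 0.17) against Thy1- cells, Axin2 against HFSCs (-0.28 to 0.14), and in YFP+ against Thy1hi cells Thy1 (-0.14 to 0.73), Itga6 (-0.30 to 0.095), Itgb4 (-0.16 to 0.20), Itgb1 (-0.24 to 0.25) and Krt5 (-0.23 to 0.18).

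The replicate block over all populations weakened 1 single-gene result, Krt15 against DETCs (adjusted p 0.0793, range 0.00098 to 0.0793), and strengthened 9. Its fit leaves out DETC a and b, so the block alone may not be the cause for Krt15. The deposited row order turned no list call and kept every number of genes within the limit for a change, with 45 called in place of 58 against Thy1- cells, 5949 in place of 6289 against DETCs, 2060 in place of 2300 against HFSCs, 961 in place of 1046 between Thy1- cells and HFSCs and 100 in place of 131 for YFP+ against Thy1- cells. It weakened Top2a (adjusted p 0.0605), Pdgfc (0.0585) and Slc41a2 (0.0591).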

Differences from the paper's values

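The comparisons in this part were set before the data were examined, except for tests that name a replicate block of 2 populations or the deposited row order, which were chosen only after the result was seen.

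In Supplementary Fig. 2c the paper draws Cd247 at a log2 fold change of about -3.4 and Cd3e at about -3.3 between Thy1hi cells and DETCs. The values here are -6.78 and -6.57. Over 19 alternatives the ranges were -6.88 to -6.29 and -6.84 to -6.23, so no alternative closes the gap. Each value drawn is about 0.50 of the value here, the ratio that logs of base 4 in that panel would give, and no other fold change of that panel was read. Of 16 values read by eye from the figures these are the only 2 that differ by the rule used, and the 12 other fold changes, read against Thy1- cells or HFSCs, do not. The cause was not tested.

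The share of variance on the first components of Fig. 2b was read as about 47% and about 35%, and was 67.9% and 26.0% over population means here. The jackknife standard errors were 7.91 and 7.25. By the rule used these were not counted as differences, although both gaps are larger than the standard error. Genes scaled to unit variance gave 50.3% and 36.1%.

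The paper states that Ly6a, Itga6, Itgb4, Itgb1, Krt5 and Krt14 are elevated in Thy1hi cells. All 6 were higher than in every Thy1- library here, and limma without a block called none of them. DESeq2 called Itgb1 (adjusted p 0.0406, range 0.0406 to 0.514), the replicate block over all populations called Itgb4 (0.0388, range 0.0388 to 0.668) and Itgb1 (0.0458), and the replicate block of 2 populations called all 6. Against HFSCs, Itgb4 and Krt5 were higher and not called. By RT-PCR the paper also reports Krt5 as higher in Thy1+ than in Thy1- cells.

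The paper lists Krt15 with the markers at high levels in Thy1hi cells. Here its Thy1hi mean was 21322, beside 18005 in Thy1- cells and 41866 in HFSCs, and neither difference was called by any alternative.

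The paper describes Axin2 as low or barely detectable. Here Thy1hi cells had 389, Thy1- cells 385.8 and HFSCs 390.3, and only DETCs had more (2027). Dlx1 was at the limit of detection in all 4 populations, so its low level does not single out Thy1hi cells. Slc1a3 was present at 65.0 in Thy1hi and 62.0 in Thy1- cells.

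The paper describes high Col17a1 as exclusive to Thy1-expressing keratinocytes. Here Thy1hi cells had the highest mean and 1 of 4 Thy1hi libraries did not lie above every HFSC library. No alternative called the difference from HFSCs (adjusted p 0.163 to 0.65).

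The paper names Sox9 and Nfatc1 among markers that are low in both Sca1+ populations. In Thy1- cells Sox9 was 1780 beside 3337 in HFSCs and was not called (adjusted p 0.24, range 0.0758 to 0.361).

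The paper gives terms of skin and epidermal development for genes that differ between Thy1hi and Thy1- cells. The terms were not repeated here. Among epidermal lists the cornified envelope had a median of -1.22 and keratins -0.59, both lower in Thy1hi cells and neither called without a block (adjusted p 0.298 and 0.534). With the replicate block of 2 populations the cornified envelope was called (0.0215) and keratins were not (0.0897). Collagens and laminins were higher (0.32, adjusted p 0.242, with that block 0.00671). Their list holds fibroblast collagens, so RNA from fibroblasts stays open for it.

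The paper gives 4 mice for DETCs and 5 for HFSCs, and the libraries number 5 and 4. It gives RPKM for the heatmaps, and the values here are normalized counts without gene length. It names Fisher's exact test for the volcano plots, which was not used here because it takes no account of replicates. RT-PCR, staining, cultures and single-cell data were not analysed here.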

Other observations

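The lists in this part were written before the data were examined. The tests of explanations among them were chosen only after the result was seen.

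The 30 proliferation genes had a median log2 fold change of 0.85 in Thy1hi against Thy1- cells, with all 30 higher (fry adjusted p 0.000106). Over all genes tested 2 were called, 22 with the replicate block of 2 populations, and 25 adjusted over the list alone. Top2a rose by 0.92 (adjusted p 0.0476) and Anln by 1.37 (adjusted p 0.0357), and both calls were lost in each of the 8 fits without a library. Mki67 rose by 0.85 (adjusted p 0.202, with the replicate block of 2 populations 0.015, exact p 0.0571). Against HFSCs the median was 1.99, with 28 called over all genes tested, 30 adjusted over the list alone, and a list p of 1.5e-08. The paper describes Thy1+ cells as slow-cycling, from clone sizes over time. These are transcripts of pooled cells, and a composition with fewer differentiated cells may account for the Thy1- comparison, where proliferation genes relative to basal markers differed by -0.042. In YFP+ against Thy1- cells, proliferation genes had a median of 1.11 and differentiated keratinocyte genes 0.0075 (5 higher and 4 lower). The sums of the latter ran from 21202 to 66765 over the YFP+ libraries.

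The 15 fibroblast genes tested had a median of 1.302 in Thy1hi against Thy1- cells (13 higher, fry adjusted p 0.00636, 2 called over all genes tested and 7 adjusted over the list alone). In YFP+ cells the median was -0.91 against Thy1hi and -0.52 against Thy1- cells. Sparc and Thbs2 were the 2 called genes in Thy1hi cells, where RNA from fibroblasts stays open for them (the 4 fibroblast genes of that test at 2.20).

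In Thy1hi against Thy1- cells, Langerhans genes had a median of -0.66 (8 of 8 lower), melanocyte genes -0.67 (5 of 5 tested lower), sebaceous genes -0.79 (4 of 6 lower), endothelial genes -0.31 (2 of 4 tested lower) and differentiated keratinocyte genes -1.28 (9 of 9 lower; mean sums 20401 and 42430). Red blood cell genes were too low to test. None of these genes was called by limma without a block, and blocked calls are not given for these lists. The lack of calls therefore does not show that the lists were unchanged. In every same-numbered pair the sum of differentiated keratinocyte genes was lower in the Thy1hi library (11661 and 32921, 16963 and 49228, 18312 and 38650, 34669 and 48919).

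Between Thy1- cells and HFSCs, 1046 genes were called, 440 higher in Thy1- cells. The largest rises were Ch25h (3.36), Gm7897 (3.31), Gm2762 (at least 2.8-fold, with 0 reads in any HFSC library), Adam8 (2.91) and Ifi202b (2.80), and the largest falls Angptl7 (-5.23), Krt24 (-5.14), Il31ra (-5.07), Chat (-4.80) and Cd34 (-4.73). Gm2762 is ranked by its fitted value of 2.95, which ran from 0.81 to 6.05 over the alternative fits, so its place is uncertain. Of the 8 fits without a library, Gm2762 lost its call in 6 and Ch25h, Gm7897 and Ifi202b in 3 each, with adjusted p of 0.11 (Gm2762), 0.058 (Ch25h), 0.111 (Gm7897) and 0.108 (Ifi202b) without Thy1- replicate 1.

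Between YFP+ and Thy1- cells the largest rises were Stfa1, BC100530, Stfa2 (at least 12.2-fold), 2610528A11Rik (4.57, adjusted p 0.0212) and Gsta4 (4.24, adjusted p 0.00465), and the largest falls Tex15 (-3.41, adjusted p 0.0186), Rgs4 (-2.97), Slco2b1 (-2.91), Slc41a2 (-2.61, adjusted p 0.048) and Col8a1 (-2.47). Slc41a2 lost its call with the deposited row order (adjusted p 0.0591). Of the 7 fits without a library, the call was lost in 6 for Slc41a2, 5 for 2610528A11Rik, 4 each for Tex15 and Col8a1, 2 for Rgs4 and 1 for BC100530, each of them without YFP+ replicate 3 (adjusted p 0.333, 0.165, 0.155, 0.165, 0.137 and 0.0679).

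Libraries of 2 populations did not overlap at 1164 of the 17204 genes between Thy1hi and Thy1- cells (6.77%, with 2.86% by chance), 5706 against DETCs (33.2%, 1.59% by chance), 3316 against HFSCs (19.3%), 2335 between Thy1- cells and HFSCs (13.6%), 1802 between YFP+ and Thy1hi cells (10.5%, 5.71% by chance) and 2340 between YFP+ and Thy1- cells. The share by chance between Thy1hi and Thy1- cells takes no account of their pairing.

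Among genes the paper names for single cells, Lgr6 changed by 0.71 between Thy1hi and Thy1- cells (adjusted p 0.603, blocked 0.00536, range 0.209 to 0.887), Wnt4 by 0.99 (0.236, blocked 0.0017, range 0.0628 to 0.331), Klf5 by 0.40 (0.999, blocked 0.111) and Mt2 by 0.70 (0.981, blocked 0.0133, range 0.367 to 1). The paper also draws Mt2 in its heatmap of these populations. By RT-PCR, not analysed here, it reports Mt2, Krt5 and Col17a1 as higher in Thy1+ than in Thy1- cells.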
